# Discovery of surrogate agonists for visceral fat Treg cells that modulate metabolic indices in vivo

**DOI:** 10.7554/eLife.58463

**Published:** 2020-08-10

**Authors:** Ricardo A Fernandes, Chaoran Li, Gang Wang, Xinbo Yang, Christina S Savvides, Caleb R Glassman, Shen Dong, Eric Luxenberg, Leah V Sibener, Michael E Birnbaum, Christophe Benoist, Diane Mathis, K Christopher Garcia

**Keywords:** inflammation, Treg cells, adipose tissue, surrogate antigens, Mouse

## Abstract

T regulatory (Treg) cells play vital roles in modulating immunity and tissue homeostasis. Their actions depend on TCR recognition of peptide-MHC molecules; yet the degree of peptide specificity of Treg-cell function, and whether Treg ligands can be used to manipulate Treg cell biology are unknown. Here, we developed an A^b^-peptide library that enabled unbiased screening of peptides recognized by a bona fide murine Treg cell clone isolated from the visceral adipose tissue (VAT), and identified surrogate agonist peptides, with differing affinities and signaling potencies. The VAT-Treg cells expanded in vivo by one of the surrogate agonists preserved the typical VAT-Treg transcriptional programs. Immunization with this surrogate, especially when coupled with blockade of TNFα signaling, expanded VAT-Treg cells, resulting in protection from inflammation and improved metabolic indices, including promotion of insulin sensitivity. These studies suggest that antigen-specific targeting of VAT-localized Treg cells could eventually be a strategy for improving metabolic disease.

## Introduction

Foxp3^+^CD4^+^ T regulatory (Treg) cells restrain most types of immune response, guarding against run-away reactions (Sakaguchi et al., 2008). For many years, almost all Treg-cell studies focused on those circulating through or residing in lymphoid organs, so that our view of Treg-cell phenotype and function was heavily colored by the biology of this constellation of cells. More recently, some of our attention has turned to distinct populations of Treg cells that operate in non-lymphoid organs, where they not only rein in local immune responses, but also help maintain tissue homeostasis (Panduro et al., 2016). ‘Tissue-Tregs,’ as they have been termed, have distinct transcriptomes, T-cell receptor (TCR) repertoires, and dependencies that optimally arm them to survive and function within a particular tissue.

A paradigmatic tissue-Treg population is that found in visceral adipose tissue (VAT), in particular in the male gonadal fat depot (Mathis, 2013). According to a number of assays, VAT-Treg cells control local and systemic inflammatory and metabolic indices, promoting insulin sensitivity through influences on both inflammatory and parenchymal cells, notably macrophages and adipocytes. Like other tissue-Treg populations, VAT-Treg cells have a distinct transcriptome, driven primarily by the ‘master-regulator’ of adipocyte differentiation, PPARγ (Cipolletta et al., 2012). They also display a distinct, clonally expanded TCR repertoire that exhibits signs of clonal selection (Feuerer et al., 2009; Kolodin et al., 2015). The critical importance of the TCR for the accumulation and function of VAT-Treg cells was recently established using the vTreg53 TCR-transgenic (tg) mouse line, which has a TCR repertoire highly skewed for the specificity displayed by an expanded VAT-Treg clone (vTreg53) (Li et al., 2018). However, beyond its lack of dependence on the lipid-presenting CD1d molecule (Kolodin et al., 2015), little is known about the antigen(s) recognized by VAT-Treg cells.

More generally, the question of the antigen specificity of Treg cells remains open because very few peptide antigens that selectively activate them have been identified. How peptide-specific is Treg-cell function, and can Treg-cell ligands be used to manipulate Treg biology? The technical difficulties of identifying Treg-cell antigens are many, including the low precursor frequency of naturally occurring Treg cells, and experimental means of identifying peptide antigens in general. De novo identification of cognate peptides for TCRs of interest is still notoriously challenging and apart from a few examples for testis-cancer antigens and self-peptides recognized by neonatal thymic Treg cells, the identity of Treg TCR ligands remains elusive (Leonard et al., 2017; Stadinski et al., 2019; Wang et al., 2004). This reduced set of Treg-specific antigens largely restricts the phenotypic characterization and manipulation of activated Treg cells to broad, polyspecific, stimulation regimes. Furthermore, while polyspecific stimulation can produce Treg-mediated suppressive activity, antigen-specific activation appears to elicit stronger responses in autoimmunity or graft rejection treatment (DuPage and Bluestone, 2016; Tang et al., 2004; Yamazaki et al., 2006).

Here we sought to gain insight into the antigen specificity of Treg cells in a well-characterized system of VAT-localized Treg cells with known functional metrics that can be queried using candidate surrogate ligands. We developed an A^b^ yeast peptide library and screened for recognition by the TCR displayed by the VAT-Treg clone vTreg53, identifying a range of surrogate peptides (SPs) that robustly stimulated the original clone both in vitro and in vivo. Exploiting one of these SPs, we devised a ‘vaccination’ protocol that was able to ameliorate metabolic indices. These studies collectively reinforce the antigen-specific nature of Treg function and highlight the continued importance of ligand discovery to explore Treg function and devise antigen-specific Treg therapeutic strategies.

## Results

### Evolution of the peptide-A^b^ yeast-display library

In order to discover peptides recognized by the vTreg53 TCR, we performed an unbiased, affinity-based screening of a peptide-MHC yeast library. For this approach, we first had to engineer a large peptide-A^b^ library in yeast cells. Based on previous work on the peptide-E^k^ and other pMHC yeast libraries (Birnbaum et al., 2014; Brophy et al., 2003; Shusta et al., 1999), we designed a single-chain construct composed of a 13-mer peptide, p3K, fused to the β1α1 domains and a c-Myc tag, connected by suitable Gly-Ser linkers, in-frame with the Aga2 protein for expression at the yeast surface (Figure 1A). While we were able to observe expression of this construct at the yeast surface, we could not detect binding to the cognate YAe-62.8 TCR (YAe)(Dai et al., 2008), suggesting that the peptide-A^b^ construct was misfolded (Figure 1—figure supplement 1A). To overcome this issue, we generated a yeast library expressing a small number of randomly inserted mutations in the mini peptide-A^b^ construct using an error-prone polymerase chain reaction strategy (PCR; up to 3 to 5 mutations per kbp), which we then selected with the YAe TCR.

**Figure 1.**
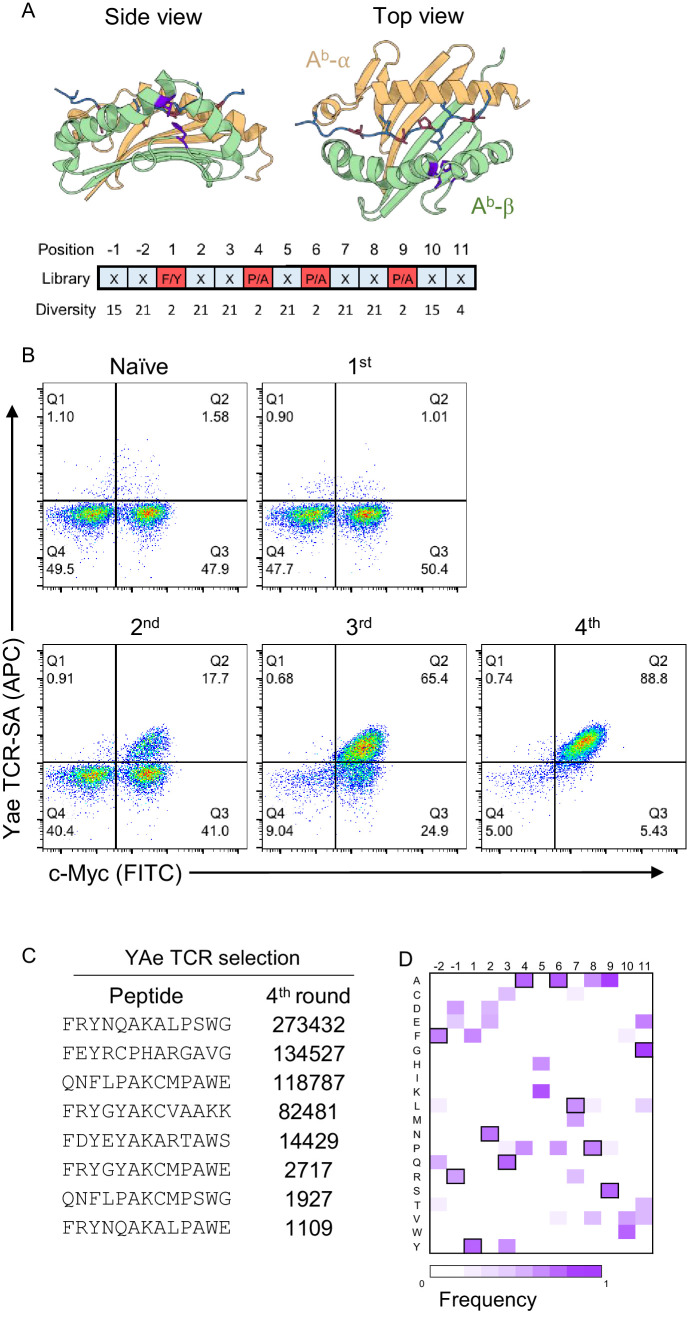
Development of a peptide-A^b^ yeast library. (**A**) A degenerate codon with maximum diversity at TCR-facing positions (blue) and optimal residues at anchor positions (red) was used to generate a peptide-MHC yeast library containing up to 1 × 10^9^ peptides. (**B**) To validate the library a proxy TCR of known specificity, YAe, was used to perform four consecutive rounds of selection. (**C**) Enriched yeast clones were isolated at all steps and deep-sequenced following appropriate plasmid purification and PCR amplification in order to quantify the peptide frequency. The top eight enriched peptides found in the fourth round of YAe selection are shown. (**D**) Positional frequency matrix based on the deep sequence of the fourth round of selection.

**Figure 1—figure supplement 1.**
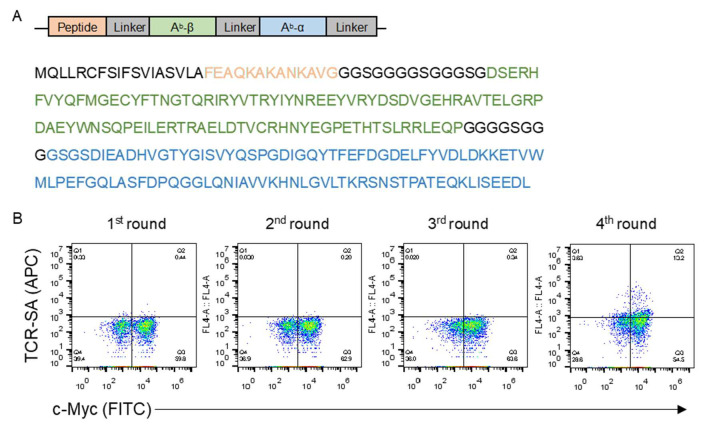
Evolution of peptide-Ab yeast display. (**A**) Cartoon representation and protein sequence used for the peptide-A^b^ yeast display. (**B**) TCR tetramer staining of the naïve library and the four consecutive rounds of yeast selection using the YAe TCR. The peptide-A^b^ library was generated following the random mutagenesis by error-prone PCR of the construct shown in (**A**). (**C**) Size exclusion chromatography of the vTreg53 TCR following purification by Ni-NTA column and overnight biotinylation using BirA enzyme. (**D**) Reducing and non-reducing SDS-PAGE of the vTreg53 TCR fractions collected in (**C**).

**Figure 1—figure supplement 2.**
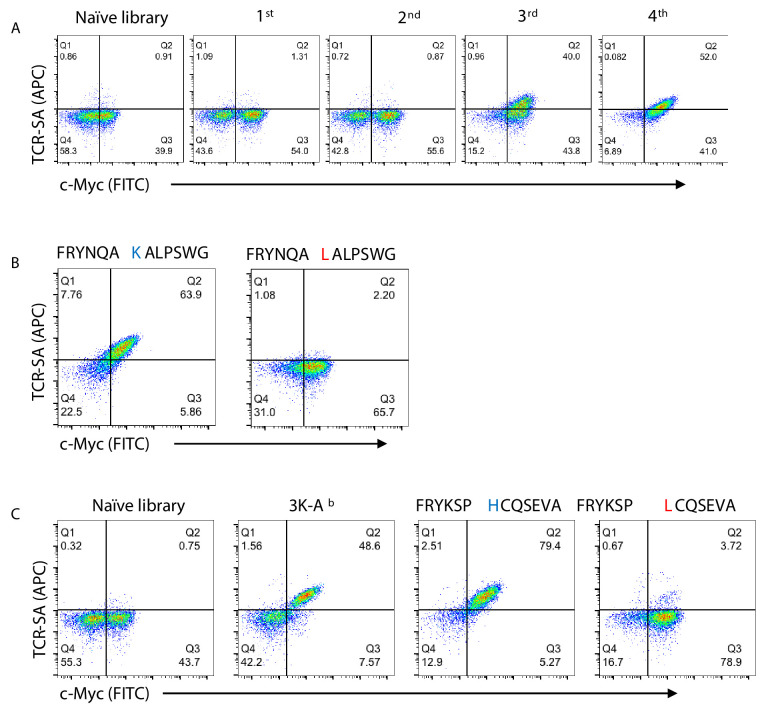
Validation of the peptide-Ab yeast display platform. (**A**) 2W TCR tetramer staining together with c-myc staining is shown for the naïve library and four consecutive rounds of selection of the peptide-Ab yeast library. TCR tetramer and c-myc staining of enriched peptide sequences (single clones) isolated from the YAe (**B**) or 2W (**C**) TCR selections. Naïve library, 3 k peptide and single point mutations (red) in central positions of the enriched peptides were used as controls to confirm the specificity of the peptide-Ab/TCR SA interaction.

Sequencing of the isolated clones after 4 rounds of selection using TCR-coupled streptavidin beads revealed two single-point mutations in the β-chain of all sequenced clones: Leu67Val and His46Tyr (Figure 1A and Figure 1—figure supplement 1A,B). Neither mutation appeared to impact the positioning of the peptide in the groove or interacted with the peptide anchor residues (Zhu et al., 2003). Furthermore, based on crystal structures for TCR interactions with cognate peptide-A^b^ molecules, the two mutant residues were found to be outside of the peptide-A^b^/TCR interface (Figure 1A; Dai et al., 2008; Liu et al., 2002; Yin et al., 2011).

To test if the newly evolved A^b^ display platform could be used to deorphanize TCRs of interest, we generated a random-peptide library by incorporating the degenerate codon NNK at all but the anchor positions of a 13-mer peptide (corresponding to p1, p4, p6 and p9; Figure 1A), which we then selected using two TCRs of known specificity: YAe and 2W (Figure 1B–D and Figure 1—figure supplement 2A). In each round of TCR-selection, the fraction of c-Myc and TCR-tetramer (coupled to streptavidin, TCR-SA) positive cells increased, suggesting the enrichment of a particular group of peptides (Figure 1B and Figure 1—figure supplement 2A). Deep sequencing of the DNA region encoding the peptide sequence from the isolated yeast clones for each of the four consecutive rounds of selection revealed a strong enrichment for a group of closely related peptides (Figure 1C,D). For example, nearly all peptides contained a Lys in the central, TCR-facing, p5 position, a residue that is critical for recognition by the YAe TCR (Figure 1C,D; Dai et al., 2008; Huseby et al., 2005). To confirm that the observed TCR-SA binding was strictly peptide-dependent, we substituted the central Lys residue at p5 by a Leu residue. This single-point mutation eliminated TCR-SA staining (Figure 1—figure supplement 2B). In other TCR-facing positions, such as p3, p7 or p8, we noticed a striking similarity to the peptides enriched from an insect peptide-A^b^ library, namely Arg or Leu in p2 and p7, followed by Ala or Thr in p8 (Crawford et al., 2004). We followed a similar strategy with a second proxy TCR, 2W, and again found an increase in the fraction of TCR-tetramer positive cells in the third and fourth round of selection (Figure 1—figure supplement 2A). Furthermore, the 2W TCR showed a positive tetramer staining of the mini-A^b^ platform displaying the cognate, p3K, peptide (Figure 1—figure supplement 2C). The dominant peptide in the 2W selection also showed positive 2W TCR-SA staining, which was lost after a single mutation of His to Leu (Figure 1—figure supplement 2C), confirming that binding is driven by peptide recognition. Taken together, the selection with the Yae and 2W TCR indicates that the newly generated peptide-A^b^ library can be used to identify SPs for TCRs of interest.

### Identification of robust agonist surrogate peptides for the vTreg53 TCR

Next, we screened the peptide-A^b^ library with the vTreg53 TCR, which was previously identified in a population of Treg cells present in epididymal VAT tissue (Kolodin et al., 2015; Li et al., 2018). The fraction of c-Myc-tag positive cells increased from ~29% in the naïve library to ~57% by the 4^th^ round of the vTreg53 TCR selection (Figure 2A and Figure 2—figure supplement 1). However, staining with the vTreg53 TCR-SA tetramer showed a modest positive population (Figure 2A). Despite this result, deep sequencing of the four rounds of selection revealed strong enrichment of a group of highly similar peptides (Figure 2B–D and Supplementary File 1). Around 90% of all peptides found in the 4^th^ round of selection had the KGPHAVQ/A sequence from p2 to p8. Lys at p2, and Val at p7 were present in all peptides, while the p5 position was dominated by the closely related His or Arg residues (Figure 2B–D). Furthermore, positive vTreg53 TCR-SA staining was detected for a single clone of peptide-A^b^ displaying the most enriched peptide: LMFKGPHAVQAVG (Figure 2E).

**Figure 2.**
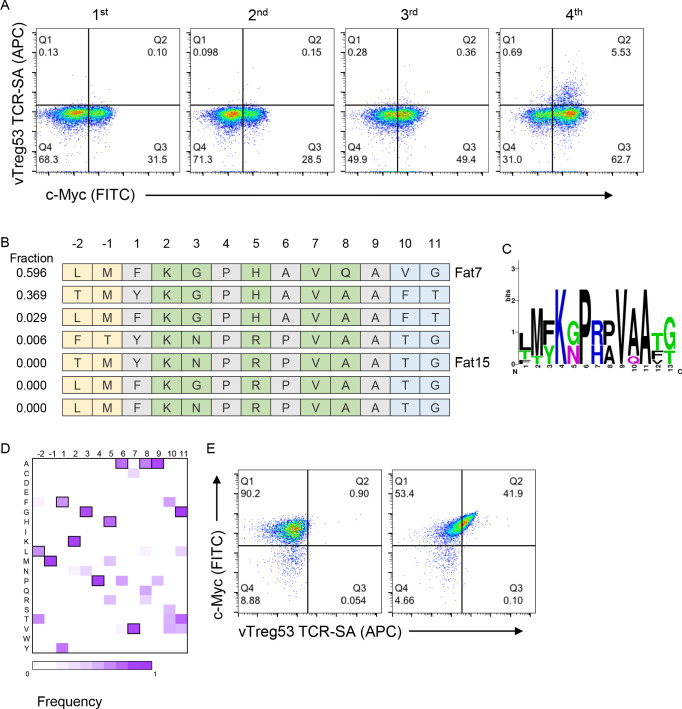
Identification of surrogate peptides recognized by the vTreg53 TCR. (**A**) The vTreg53 TCR was used to screen and isolate the peptide-MHC yeast display. vTreg53 TCR tetramer staining (500 nM of TCR-SA) together with c-Myc staining is shown for the naïve library and four consecutive rounds of selection. (**B**) Deep sequencing of the fourth round of selection reveals a small subset of peptides which share key residues at TCR facing positions (shown in green). (**C**) Positional frequency representation from the deep sequencing of the third round of selection with vTreg53. (**D**) Positional frequency matrix based on the deep sequencing of the fourth round of the peptide-MHC yeast selection. (**E**) A single peptide-MHC yeast clone, displaying the top enriched peptide, LMFKGPHAVQAVG (Fat 7; *right panel; left panel* shows staining for Eα control peptide), shows a positive Fat-TCR tetramer staining (500 nM final tetramer concentration). Data shown are representative of at least two independent experiments.

**Figure 2—figure supplement 1.**
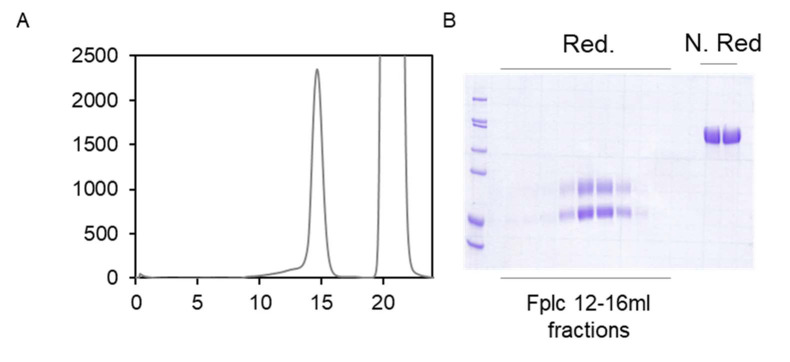
Evolution of peptide-Ab yeast display. (**A**) Size exclusion chromatography of the vTreg53 TCR following purification by Ni-NTA column and overnight biotinylation using BirA enzyme. (**B**) Reducing and non-reducing SDS-PAGE of the vTreg53 TCR fractions collected in (**A**).

Having found peptides recognized by the vTreg53 TCR using an affinity-based screening strategy, we next sought to identify robust agonist peptides using a T cell activation screen. For this approach, we tested the T cell activation potency of around 100 single-point mutant peptides for each of the two peptide sequences identified in the yeast-selection screen: LMFKGPHAVQAVG and TMYKNPRPVAATG, Fat7 and Fat15, respectively. (Figure 3A,B). Fat7 (yellow in Figure 3A,B) and Fat15 (magenta in Figure 3B) were both able to up-regulate CD69 expression following stimulation of Jurkat T cells transduced with the vTreg53 TCR in culture with peptide-pulsed K562-A^b^ cells (Figure 3—figure supplement 1A,B). For both peptide libraries, the majority of single-point mutants eliminated activation or had a negligible effect when compared with the original Fat7 or Fat15 peptides (Figure 3A,B). However, a few single-point mutations based on Fat15, particularly those present in the p7 position, led to a marked increase in CD69 up-regulation (Figure 3B). Mutation of Val to Met or Trp at p7 induced the highest levels of CD69 expression (Figure 3B,C). The substitution of Pro to Leu in p4, an anchor position, also resulted in an increase in CD69 expression. Titration of Fat15 and the peptides with Met at p7 (Fat1562) and Leu at p4 and Trp at p7 (Fat2564) revealed a decrease in EC_50_ from 40.7 µM for Fat15 to 14.3 µM for Fat1562 and 8.9 µM for Fat2564 (Figure 3D). The CD69 E_max_ was also increased by ~3 fold for Fat1562 and almost 5-fold for Fat2564 when compared with Fat15 (Figure 3D). The increase in activation for Fat1562 and Fat2564 was further confirmed by CD25 up-regulation, where these peptides induced a 4.1- and a 8.7-fold increase in E_max_, respectively, over Fat15 (Figure 3E). A similar trend was found for the fraction of CD69+ and CD25+ cells (Figure 3—figure supplement 1C). The functional screen based on a mini-peptide library built around the Fat7 and Fat15 peptides allowed us to identify a group of closely related peptides, differing by 1 or two point mutations that showed substantive gains in T cell activation potency.

**Figure 3.**
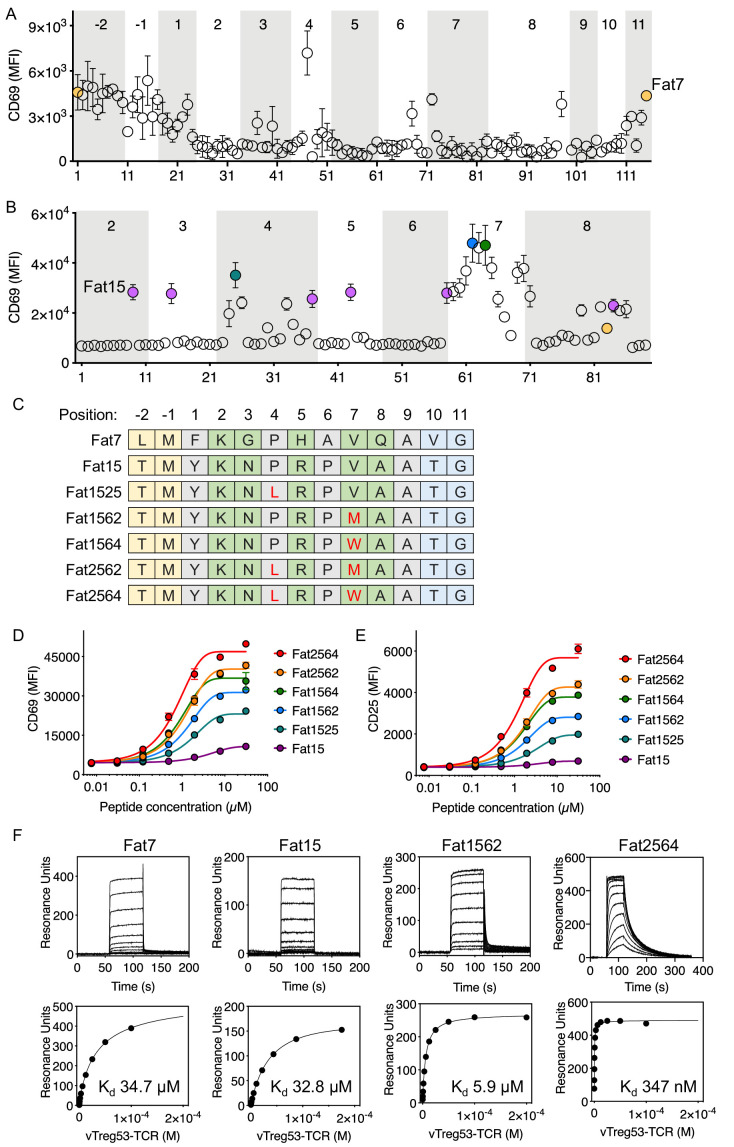
Identification of robust vTreg53 TCR agonists. Single-point mutants based on the Fat7 (**A**) or Fat15 (**B**) peptides were used to stimulate Fat-TCR transduced Jurkat T cells. Data shown are mean fluorescence intensity for CD69 up-regulation following overnight stimulation with the indicated peptides at 100 µM. (**C**) Potent SPs based on Fat15. Single-residue mutations from the Fat15 are shown in red. Anchor positions are shown in grey and potential TCR-facing positions are shown in green. A peptide titration of single- and double-point mutants from the Fat15 SP show up to ~4- (D; CD69) or ~8 fold (E; CD25) increase in E_max_. (**F**) Surface plasmon resonance for Fat7, Fat15, Fat1562 and Fat2564 was used to determine the pMHC/Fat TCR affinity. All biotinylated pMHC were purified by SEC and immobilized in a streptavidin-coated SPR sensor chip from 200 up to 600 RU. Data are mean ± SD from *n* = 2 (**A, D, E**) or 3 (**B**) biological replicates from 1 representative of 3 independent experiments. Data shown in (**F**) is representative of 2 independent experiments.

**Figure 3—figure supplement 1.**
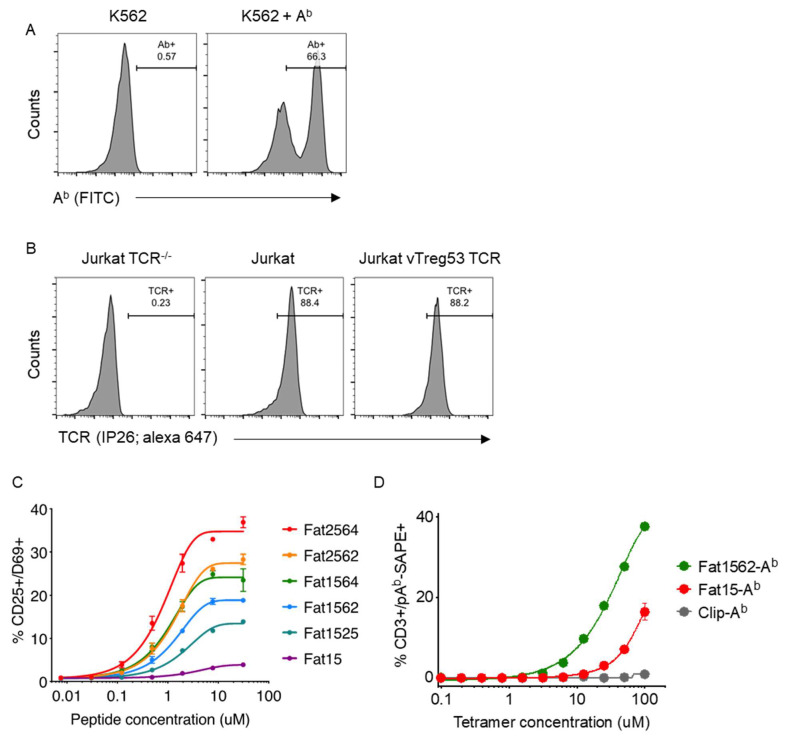
In vitro peptide stimulation of the vTreg53 TCR cells. (**A**) Expression of wild-type Ab MHC in stably transduced K562 cells. (**B**) Expression of vTreg53 TCR in stably transduced Jurkat T cells (TCRαβ-/-). (**C**) Fraction of CD25+/CD69+ cells following overnight stimulation with Fat mimotopes at the indicated concentrations. (**D**) Peptide-A^b^ - streptavidin PE (pAb -SAPE) titration of vTreg53 transduced Jurkat T cells. Cells were stained with 250 nM of pA^b^-SAPE tetramer for 1 hr. (**C, D**) Data are mean ± SD from n = 2 biological replicates from 1 representative of 3 independent experiments.

To characterize the binding kinetics and affinity (K_d_) of key isolated peptides, we recombinantly expressed peptide-A^b^ fusions for Fat7, Fat15, Fat1562 and Fat2564, and measured k_on_, k_off_ and K_d_ using surface plasmon resonance. While all peptides appeared to show fast on-rates, typical for TCR/pMHC interactions, Fat1562 and Fat2562 exhibited the slowest k_off_ and highest affinity (K_d_ ~5.9 µM and 347 nM, respectively; Figure 3F). Fat7 and Fat15 showed both fast k_on_ and k_off_ and a K_d_ of ~34.7 µM and ~32.8 µM, respectively (Figure 3F). Furthermore, the Fat15-A^b^ and Fat1562-A^b^ tetramers readily stained vTreg53-TCR-transduced Jurkat T cells, with Fat1562-A^b^ showing a marked increase in the fraction of tetramer-positive cells over Fat15-A^b^, in good agreement with the binding-affinity measurements (Figure 3—figure supplement 1D). The combination of an unbiased affinity-based selection from a very large pool of diverse peptides with a focused functional screen allowed us to identify robust surrogate agonist peptides that produced a strong T cell activation in vitro.

### SPs, especially Fat1562, induced robust proliferation and activation of vTreg53 TCR-tg Treg cells in vitro and in vivo

We next examined whether the SPs could also activate vTreg53 Treg cells with varying potency. To this end, we first labeled Treg cells from pooled lymph nodes of 6–8 week-old vTreg53 TCR-tg mice with CellTrace Violet dye and stimulated them with syngeneic antigen presenting cells (APCs) loaded with increasing concentrations of various SPs in the presence of IL-2 for three days. At a concentration of 1 µM, all SPs induced robust proliferation and activation of TCR-tg Treg cells, as measured by dilution of the CellTrace Violet dye (Figure 4A and B) and upregulation of CD44 (Figure 4C), respectively. Fat1562 induced the strongest down-regulation of CD62L, while Fat7 dampened CD62L levels only moderately at this high concentration (Figure 4D). In agreement with this finding, at a low dose of 0.01 μM, Fat7 was unable to promote any further proliferation and up-regulation of CD44 expression compared with the control group (no peptide; Figure 4A–C). Again, at this concentration, Fat1562 induced the strongest proliferation and down-regulation of CD62L in TCR-tg Treg cells (Figure 4D). Interestingly, Fat2564, the strongest SP for the vTreg53 TCR in the Jurkat system, had a relatively weak potency, which was comparable with that of Fat7 for primary TCR-tg Treg cells (Figure 4A–D), indicating that the optimal threshold for peptide stimulation was different for different T cell subtypes, or between primary cells and cell lines.

**Figure 4.**
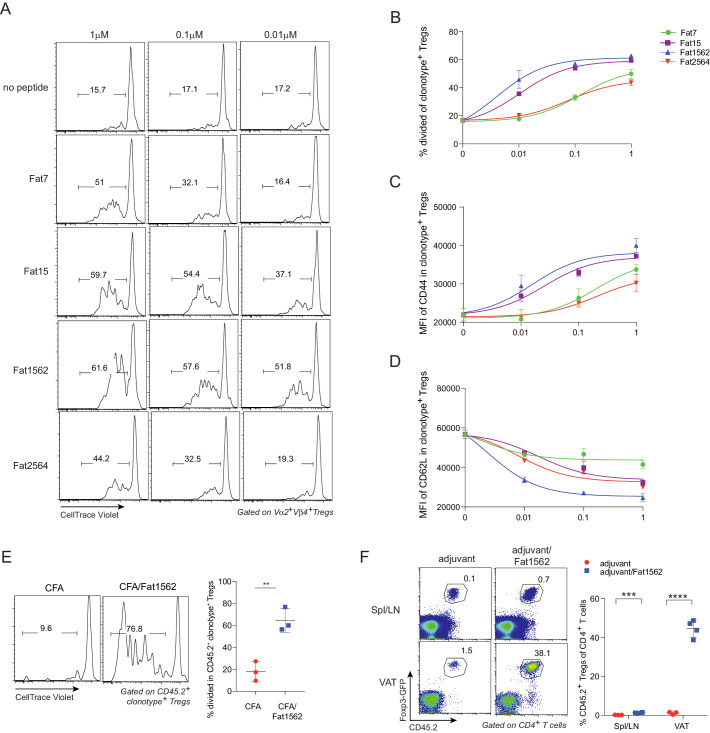
SPs induce proliferation and activation of vTreg53 Treg cells in vitro and in vivo. (**A–D**) Proliferation and activation of vTreg53 Treg cells by different concentrations of SPs for 3 days in vitro (n = 3). (**A**) Representative flow cytometric plot of cell division. (**B**) Summary of cell proliferation. (**C**) Mean flourescence intensity (MFI) of CD44 staining in clonotype^+^ Treg cells. (**D**) MFI of CD62L staining in clonotype^+^ Treg cells. (**E**) Proliferation of transferred CD45.2^+^ vTreg53 Treg cells in the spleen of CD45.1^+^ B6 recipient mice immunized *s.c.* with CFA or CFA/Fat1562 at day 3 (n = 3). (**F**) Expansion of transferred CD45.2^+^ vTreg53 Treg cells in the Spl/LNs or VAT of CD45.1^+^ B6 recipient mice that were primed with CFA/fat1562 *s.c.* and boosted with IFA/Fat1562 *i.p*. (n ≥ 3). Data are mean ± SD. Data shown are representative of at least two independent experiments.

**Figure 4—figure supplement 1.**
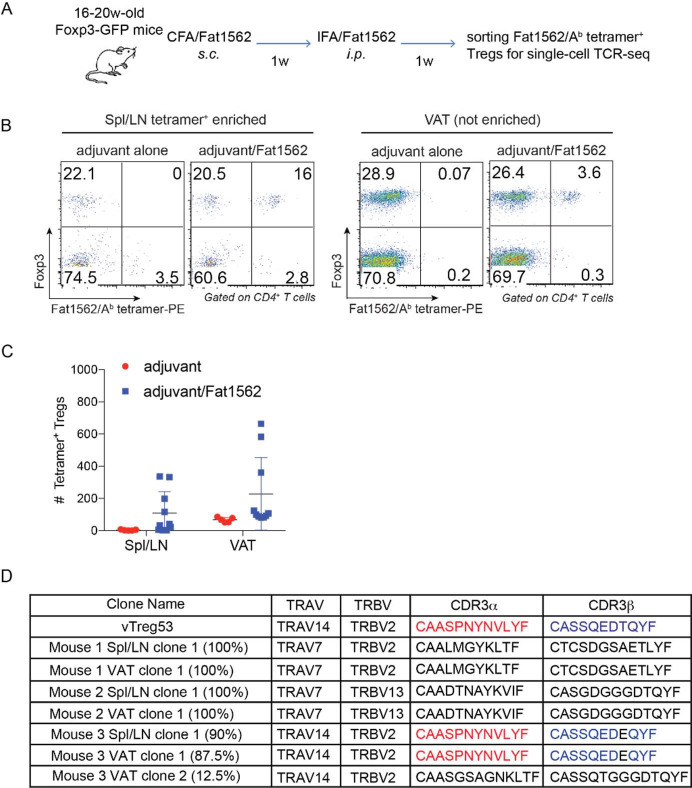
Single cell TCR sequencing (scTCR-seq) analyses of fat1562-reactive endogenous Treg cells following immunization. (**A**) Scheme of the experiment. (**B**) Flow cytometric analysis of fat1562/A^b^ -PE tetramer+ Treg cells in Spl/LNs (enriched by anti-PE beads) or VAT (not enriched) of mice immunized with adjuvant alone or adjuvant/fat1562. Plot is a representative of mice that did show detectable expansion of tetramer+ Tregs. (**C**) Numbers of fat1562/A^b^ -PE tetramer+ Treg cells in Spl/LNs or VAT of mice immunized with adjuvant alone or adjuvant/fat1562 (**D**) Summary of the frequency and CDR3 sequences of expanded fat1562/A^b^ -PE tetramer+ Treg clones.

Since Fat1562 was consistently the strongest SP for vTreg53 Treg cells in vitro, we next investigated whether it could also promote proliferation of TCR-tg Treg cells in vivo. To this end, we intravenously (*i.v.*) transferred CellTrace Violet dye-labeled TCR-tg Treg cells into CD45.1^+^ congenicaly marked C57BL/6 (B6) mice, and on the next day immunized recipient mice subcutaneously (*s.c.*) with Fat1562 emulsified in complete Freund’s adjuvant (CFA/Fat1562). Injection of CFA alone led to very little proliferation of transferred Treg cells in the spleen three days after transfer. However, when the recipient mice were immunized with CFA/Fat1562, transferred Vα2^+^Vβ4^+^ (clonotype^+^) Treg cells underwent robust proliferation (Figure 4E).

We next investigated whether Fat1562 could also expand TCR-tg Treg cells in VAT. We have previously reported that following transfer into B6 mice, vTreg53 TCR-tg Treg cells preferentially accumulated specifically in the VAT of recipient mice over the course of several weeks. Therefore, we transferred TCR-tg Treg cells into CD45.1^+^ B6 mice, waited six weeks for the transferred cells to establish in VAT, and then immunized the recipients *s.c.* with CFA/Fat1562, followed by a boost with incomplete Freund’s adjuvant (IFA)/Fat1562 intraperitoneally (*i.p.*) one week later. As expected, donor-derived TCR-tg Treg cells preferentially accumulated in VAT compared with spleen and lymph nodes (Spl/LN) of recipient mice injected with adjuvant alone (Figure 4F). Immunization with Fat1562 induced a 6- to 7-fold expansion of TCR-tg Treg cells in the Spl/LN, compared with adjuvant alone. Remarkably, it induced an even more substantial expansion (>25 fold) of clonotype^+^ Treg cells in the VAT (Figure 4F). Therefore, the SPs identified through the yeast screen, especially Fat1562, were able to induce robust proliferation and activation of vTreg53 Treg cells in vitro and in vivo.

### Transcriptional analyses of vTreg53 TCR-tg Treg cells upon antigen stimulation

The identification of SPs for the vTreg53 TCR also allowed us to investigate what transcriptional programs were modulated when a Treg cell encountered cognate antigen in vivo. 

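The transcripts of these cells were measured in 11 Smart-seq2 libraries, each made from 1000 sorted clonotype+ Treg cells. Smart-seq2 copies polyadenylated mRNA into cDNA from an oligo(dT) primer, amplifies the cDNA by PCR and fragments it with the Tn5 transposase. The protocol names no molecular identifiers, so a count is of amplified fragments and not of molecules. vTreg53 Treg cells carry the TCR of a Treg clone from VAT, and Fat1562 is the peptide from the yeast screen that served as their antigen. Each recipient received Treg cells, and its Treg cells were sorted at week 8. Recipients given Fat1562 were primed 6 weeks after the transfer with 200 µg in CFA and boosted at week 7 with 100 µg in IFA. According to the paper, control mice were given the adjuvants without peptide, whereas the sample labels call them unimmunized and name PBS. The paper's term, adjuvant alone, is kept here. If the labels are right, every comparison of adjuvant/Fat1562 with these control mice also includes the effect of the adjuvants. With adjuvant alone there were 3 libraries from Spl/LN and 2 from VAT, and with adjuvant/Fat1562 there were 3 from each. The authors deposited whole-number counts for 52997 genes, without normalization. Total counts per library ran from 4915820 to 5658594 (median 5212491) in Spl/LN with adjuvant alone and from 4989852 to 6570057 (median 5452256) in Spl/LN with adjuvant/Fat1562. In VAT they were 4490242 and 5289428 with adjuvant alone, and ran from 4989677 to 5957543 (median 5433465) with adjuvant/Fat1562. The methods name Cuffquant and a filter of the normalized reads on minimal expression and coefficient of variation. The paper's text does not name the aligner, the genome build or the counter behind the deposited counts, or say whether strand was used. Here the counts were taken as deposited, and the 12932 genes with a mean above 10 in at least 1 group, after scaling to the mean library total, were tested. Libraries were normalized by edgeR's TMM method, and all 4 groups entered one quasi-likelihood fit, so that they shared an estimate of the spread. A gene was called differentially expressed at an adjusted p under 0.05 (Benjamini-Hochberg). The biological coefficient of variation common to all genes was 19.1%. Within groups, pairs of libraries differed by 5.60 to 11.8 times what counting error gives (chi-square over its degrees of freedom), which includes any variation from amplification. As a check of the sorted cells, Foxp3 had normalized counts of 7440 ± 193 (SD, n = 3) in Spl/LN and 9831 ± 592 (SD, n = 2) in VAT with adjuvant alone. With adjuvant/Fat1562 it had 7100 ± 308 (SD, n = 3) and 8818 ± 491 (SD, n = 3). Of the 38-base stretches of the Foxp3 transcript, 15.4% also occur in other genes of GENCODE vM21 (GRCm38), mostly in overlapping genes such as Ccdc22, and how the counting assigned such reads is not stated.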

To this end, we performed RNA-seq analysis on donor-derived clonotype^+^ TCR-tg Treg cells sorted from pooled Spl/LN or VAT of recipient mice following Treg transfer and Fat1562 immunization as described above. We first asked whether the clonotype^+^ Treg cells expanded in VAT by Fat1562 were bona fide VAT Treg cells. 

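Between VAT and Spl/LN Treg cells of mice given adjuvant alone, 2103 genes were called by edgeR's quasi-likelihood test, 1175 higher and 928 lower in VAT. At an unadjusted p under 0.05 the count was 3693 genes. The number called moved most when a change of at least 2-fold was also required, which left 1157. The methods describe collagenase digestion for VAT and none for Spl/LN, so a difference between the tissues may include a response to digestion. The paper's VAT-Treg signature comes from earlier work and its gene list was not used here. In its place stood a list of 40 genes raised in VAT Treg cells, such as Il1rl1, Gata3, Klrg1 and Ccr2, and a list of 20 genes low in them, such as Lef1 and Klf2, both written by hand and fixed in advance. The first list had a median log2 fold change of 1.33, with 34 of its 40 genes higher in VAT, 29 called higher and 3 called lower. Limma's camera test, with an inter-gene correlation of 0.01, gave it an adjusted p of 8.91e-59 over 32 list tests. Of the second list, 19 genes could be tested, and their median log2 fold change was −1.15 (adjusted p = 1.52e-14 from camera). In that list 17 genes were lower in VAT, 11 were called lower and 1 was called higher. With adjustment over each list alone, 29 genes of the first list were called higher and 12 of the second lower. With the inter-gene correlation estimated from the residuals, the adjusted p from camera rose to 0.00450 for the first list and 0.00440 for the second. Cxcr6, a chemokine receptor gene, had normalized counts of 400 ± 69.6 (SD, n = 3) in Spl/LN and 5413 ± 142 (SD, n = 2) in VAT. Its log2 fold change was 3.76 (standard error 0.16, adjusted p = 2.01e-11 from edgeR). Dgat1, which encodes an enzyme of triglyceride synthesis, rose from 265 ± 26.5 (SD, n = 3) to 5190 ± 449 (SD, n = 2), a log2 fold change of 4.29 (standard error 0.13, adjusted p = 9.02e-13 from edgeR). In the other direction, Tcf7 went from 549 ± 82.7 (SD, n = 3) to 21.4 ± 0.341 (SD, n = 2) and S1pr1 from 1633 ± 173 (SD, n = 3) to 461 ± 11.9 (SD, n = 2). Their log2 fold changes were −4.67 (standard error 0.47) and −1.83 (standard error 0.15), with adjusted p-values of 1.37e-06 and 9.81e-08 from edgeR. Called genes whose groups did not overlap were also ranked by edgeR's estimated log2 fold change. This ranking puts genes at or near 0 counts in one group first, and the lower bounds given for them do not place them above genes counted in both groups. The increases ranked first were in an immunoglobulin kappa V gene (at least 338-fold), Ighv11-2 (at least 87.2-fold) and Cyp11a1 (at least 67.3-fold), which had no more than 3 counts in any Spl/LN library with adjuvant alone. The 2 VAT libraries were far apart for all of these genes. They stood at 1014 ± 1036 (SD, n = 2) for the kappa V gene, 262 ± 292 for Ighv11-2 and 202 ± 186 for Cyp11a1. The bounds use these means, and each of the calls was lost under 2 of 14 alternatives. Of the Ighv11-2 transcript, 46.0% is shared with Ighv11-1. All immunoglobulin V genes together had 412 counts in VAT replicate 1 and 8567 in replicate 2, and plasma cell RNA is a candidate source. The decreases ranked first were in Actg2 (at least 12.4-fold), Susd4 (at least 9.80-fold) and Gm6831 (at least 9.46-fold), and Gm6831 shares 18.6% of its transcript with other genes. The estimate for Dtx1, which was counted in both groups, was −7.33 (adjusted p = 5.00e-09 from edgeR).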

As expected, compared with those in the lymphoid organs, clonotype^+^ VAT Treg cells from mice immunized with adjuvant alone showed enriched expression of the previously defined VAT-Treg up-signature, while the down-signature was under-represented (Figure 5A, *left*). 

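After adjuvant/Fat1562, 1938 genes were called between VAT and Spl/LN by edgeR's quasi-likelihood test, of which 1068 were higher and 870 lower in VAT, and 3551 genes had an unadjusted p under 0.05. The hand-written list of genes raised in VAT Treg cells had a median log2 fold change of 0.86 (adjusted p = 3.16e-45 from limma's camera test). Of its members 34 were higher, 26 were called higher and 2 were called lower. The list of genes low in VAT Treg cells had a median of −0.76 (adjusted p = 5.80e-10 from camera), with 15 of 19 genes lower, 9 called lower and 1 called higher. Cxcr6 had normalized counts of 1055 ± 148 (SD, n = 3) in Spl/LN and 4484 ± 858 (SD, n = 3) in VAT, a log2 fold change of 2.09 (standard error 0.14, adjusted p = 1.36e-08 from edgeR). For Dgat1 the means were 347 ± 30.5 (SD, n = 3) and 3108 ± 478 (SD, n = 3), and the log2 fold change was 3.16 (standard error 0.12, adjusted p = 1.28e-11 from edgeR). Tcf7 and S1pr1 were again lower in VAT, with log2 fold changes of −4.20 (standard error 0.40) and −2.08 (standard error 0.13). Among called genes with no overlap between the groups, the increases ranked first by estimated fold change were in Atf3 (at least 10.0-fold), Klf4 (at least 9.13-fold) and Cxcl1 (at least 7.48-fold). The decreases so ranked were in Gabrr2 (at least 7.68-fold), Ccr10 (at least 6.52-fold) and Dtx1, whose log2 fold change was −6.59 (standard error 0.34, adjusted p = 7.04e-10 from edgeR). Cxcl1 had normalized counts of 49.4, 14.2 and 3.65 in the VAT libraries with adjuvant/Fat1562, so its lower bound leans on replicate 1. Tissue and digestion go together here too, so the increases of Atf3, Klf4 and Cxcl1 cannot be told apart from a response to digestion. The tissue difference after adjuvant/Fat1562 shares no library with that in adjuvant-alone mice, so the directions can be set side by side. Digestion of VAT is common to both differences, however, and may account for part of an agreement in direction. A set of 17 immediate-early genes had median log2 fold changes of 3.52 with adjuvant alone and 2.97 after adjuvant/Fat1562. Of the genes called with adjuvant alone, 1779 moved the same way after adjuvant/Fat1562, or 84.6% (95% Clopper-Pearson interval 82.98% to 86.11%, which treats genes as independent). The share was 85.9% among genes higher in VAT and 82.97% among genes lower in VAT. It moved most when only genes with at least a 2-fold change were taken, to 88.3%. In both groups of mice 908 genes were called in the same direction and 41 in opposite directions. Across all tested genes, which are not independent replicates, Pearson's r between the log2 fold changes was 0.553. The change was smaller after adjuvant/Fat1562 for 86.6% of the genes called with adjuvant alone, a set chosen on its own values there. The paper sets the comparison after Fat1562 beside that in adjuvant-alone mice, and reasons from the signature genes that the expanded cells kept the features of VAT Treg cells.

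**Figure D1:**
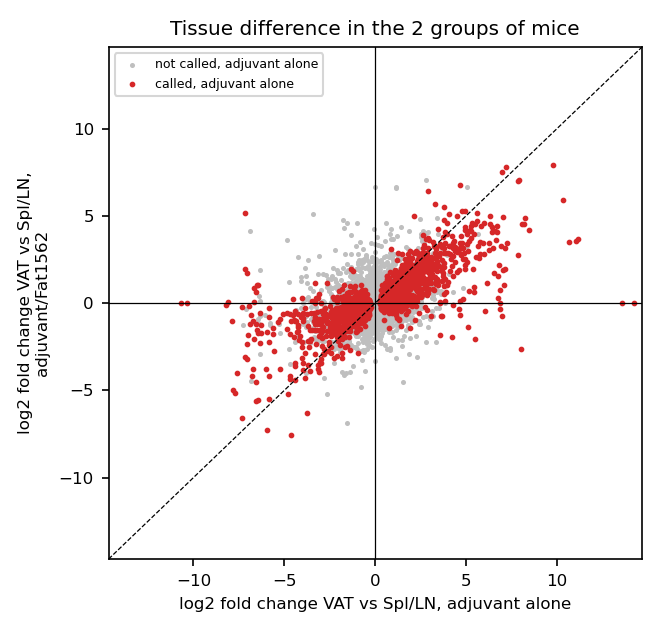
Each point is a tested gene. The x axis is its log2 fold change of VAT against Spl/LN in mice given adjuvant alone and the y axis that in mice given adjuvant/Fat1562, red points are the genes called in adjuvant-alone mice, and the dashed line marks equal changes. Of the red points, 84.6% lie in the upper right or lower left quadrant. Both axes set digested VAT against Spl/LN, for which no digestion is described.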

In mice immunized with adjuvant plus Fat1562, clonotype^+^ VAT Treg cells still exhibited preferential expression of VAT-Treg signature genes (Figure 5A, *right*), indicating that the VAT Treg cells expanded by Fat1562 preserved the typical VAT-Treg characteristics.

**Figure 5.**
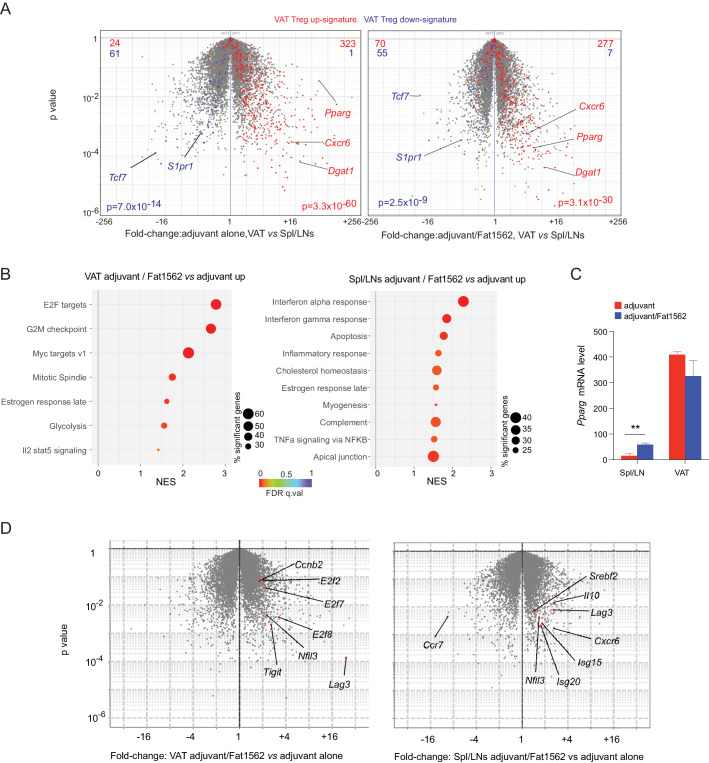
Transcriptional analyses of vTreg53 Treg cells stimulated by Fat1562 in vivo. (**A–C**) CD45.2^+^ vTreg53 Treg cells were transferred *i.v.* into CD45.1^+^ B6 mice. 6 weeks later, the recipient mice were immunized with CFA alone or CFA/Fat1562 *s.c.*, and one week later, boosted with IFA alone or IFA/Fat1562 *i.p*. CD45.2^+^ clonotype^+^ Treg cells were sorted from Spl/LNs or VAT of the recipient mice one week later for RNA-Seq. (**A**) Volcano plot comparing gene expression of transferred clonotype^+^ Treg cells in the VAT and Spl/LNs of recipient mice immunized with adjuvant alone (left) or with adjuvant/Fat1562 (right). VAT-Treg signature genes are highlighted in red (induced) or blue (repressed). The number of genes from each signature preferentially expressed by one or the other population are shown at the top. (**B**) GSEA analysis of top KEGG pathways (p<0.05) that are enriched in cells activated by adjuvant/Fat1562 compared with adjuvant alone in VAT (left) or Spl/LN (right). NES, normalized enrichment score. FDR, false discovery rate. (**C**) Normalized reads of *Pparg* transcript in CD45.2^+^ clonotype^+^ Treg cells sorted from mice immunized with adjuvant alone or adjuvant/Fat1562. Data are mean ± SD. (**D**) Volcano plot comparing gene expression of transferred clonotype^+^ Treg cells in mice immunized with adjuvant/Fat1562 and adjuvant alone in the VAT (left) and spleen (right). Representative transcripts are highlighted.

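Adjuvant/Fat1562 was then compared with adjuvant alone within each tissue. In VAT, 1074 genes were called by edgeR's quasi-likelihood test, 560 higher and 514 lower after Fat1562, with 2714 genes at an unadjusted p under 0.05. In Spl/LN, 515 genes were called, 334 higher and 181 lower, with 2371 genes at an unadjusted p under 0.05. A requirement of at least a 2-fold change moved the count in VAT most, to 455. In Spl/LN it gave 190, the same number as the fit without adjuvant/Fat1562 replicate 2. The balance of higher and lower calls depended on the scaling: with quantile normalization, limma called 469 genes higher and 530 lower in VAT, and 292 higher and 241 lower in Spl/LN. The effect of Fat1562 differed between the tissues for 481 genes, as tested by the interaction of tissue and immunization in the same fit. Called genes with no overlap between groups were again ranked by edgeR's estimate, which favors genes at 0 in one group. In VAT the increases ranked first were in Actg2 (at least 9.47-fold), Gm36660 (at least 6.99-fold) and Miat (at least 6.68-fold), and the decreases in Iglc3 (at least 13.4-fold), Tmem35a (at least 10.9-fold) and Lhfpl1 (at least 9.54-fold). Of the 38-base stretches of their transcripts, Miat shares 24.9%, Iglc3 33.0% and Lhfpl1 10.7% with other genes. In Spl/LN the increases ranked first were in Syce1 (at least 4.35-fold), Galnt3 (at least 3.62-fold) and Gm28466 (at least 3.36-fold), and the decreases in Ccl1 (at least 5.97-fold), Nxf7 (at least 4.55-fold) and Pate2 (at least 3.75-fold). Many of these calls were lost under other choices: Syce1 and Gm28466 under 9 of 13 alternatives each, Ccl1 under 7 of 13 and Pate2 under 6 of 13, and in VAT Iglc3 under 6 of 12 and Gm36660 under 5 of 13. Some of the lower bounds above rest largely on 1 library. Raw counts were 3, 4 and 40 for Syce1 in Spl/LN with adjuvant/Fat1562. They were 7, 4 and 25 for Pate2 in Spl/LN and 5 and 60 for Iglc3 in VAT, both with adjuvant alone. The 60 counts of Iglc3, an immunoglobulin gene, lie in replicate 2, which also held 8567 counts of immunoglobulin V genes. The gene-set collections used with GSEA were not used here. Sets of genes were tested instead with limma's camera test, on 14 lists per tissue fixed in advance: hand-written lists for the processes the paper names, for VAT-Treg genes and for other cell types, and the S and G2/M lists of the Seurat package. In VAT, 7 of the 14 lists were called, 5 of them higher after Fat1562, and in Spl/LN 6 were called, 2 of them higher. The inter-gene correlation is the choice that moved this most. With the correlation estimated from the residuals of these few libraries in place of the preset value, 2 of the list tests were called, both lower after Fat1562. As an alternative chosen after seeing the data, 624 mouse Reactome pathways of 15 to 500 genes were ranked with fgsea. There, 144 pathways were higher and 10 lower in VAT, and 27 were higher and 24 lower in Spl/LN, at an adjusted p under 0.05 from fgsea. In VAT, Cell Cycle Checkpoints had a normalized enrichment score of 2.36 (adjusted p = 3.01e-09 from fgsea). In Spl/LN the lowest score, −3.46, was that of Eukaryotic Translation Elongation (adjusted p = 1.57e-30 from fgsea). The p-values of fgsea rest on randomly drawn sets of genes and make no allowance for correlation between genes.

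**Figure D2:**
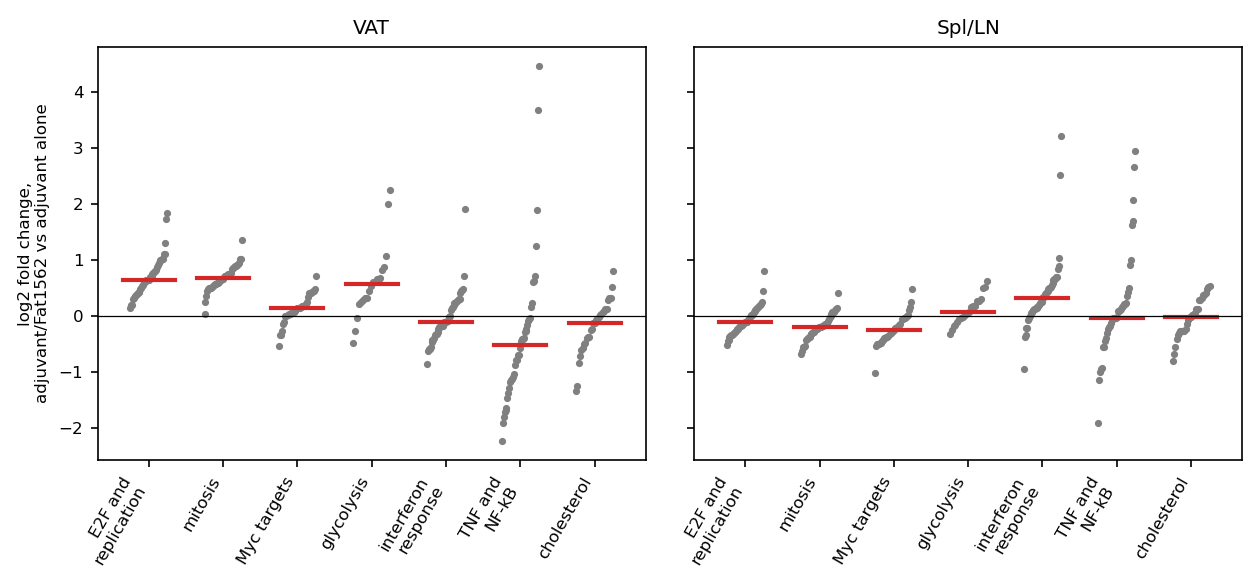
Grey points are the log2 fold changes of single genes, adjuvant/Fat1562 against adjuvant alone, in 7 of the lists, in VAT on the left and in Spl/LN on the right, and red bars are the medians of each list. In VAT the medians of the E2F and replication, mitosis and glycolysis lists lie between 0.58 and 0.68, and in Spl/LN that of the interferon response list lies at 0.32.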

We next performed Gene-Set Enrichment Analysis (GSEA) on the RNA-seq data to determine what pathways were modulated in VAT vs lymphoid-organ Treg cells upon antigen stimulation. 

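For cell division in VAT, a list of 41 E2F target and replication genes had a median log2 fold change of 0.66 between adjuvant/Fat1562 and adjuvant alone (adjusted p = 1.73e-14 from limma's camera test). All 41 genes were higher, 17 of them called over all tested genes and 27 with adjustment over the list alone. A list of 40 mitosis genes had a median of 0.68 (adjusted p = 6.20e-17 from camera), with all 40 higher, 20 called, and 33 called over the list alone. The S and G2/M lists of the Seurat package each had a median of 0.62 (adjusted p = 1.57e-11 and 4.29e-16 from camera). The list of 35 Myc targets had a median of 0.14, with 29 genes higher and 4 called, and its adjusted p of 0.0643 from camera was above the threshold. Glycolysis genes had a median of 0.58 (adjusted p = 6.49e-11 from camera), with 17 of 20 higher and 11 called. With the inter-gene correlation estimated from the residuals, none of these lists passed the threshold, at adjusted p-values from camera of 0.171 for E2F and replication, 0.141 for mitosis, 0.160 for the S list, 0.141 for the G2/M list, 0.542 for Myc targets and 0.0795 for glycolysis. Of the Reactome pathways, Mitotic Prometaphase had a normalized enrichment score of 2.43 (adjusted p = 4.93e-10 from fgsea) and Glycolysis 2.24 (adjusted p = 2.76e-05 from fgsea). Since fgsea leaves correlation between genes out of account, these p-values do not make up for the list tests that were lost. Among single genes, Ccnb2, which encodes cyclin B2, had normalized counts of 404 ± 5.48 (SD, n = 2) with adjuvant alone and 767 ± 207 (SD, n = 3) with adjuvant/Fat1562. Its log2 fold change was 0.93 (standard error 0.21, adjusted p = 0.00844 from edgeR). E2f8 rose from 29.4 ± 7.83 (SD, n = 2) to 97.6 ± 5.14 (SD, n = 3), a log2 fold change of 1.73 (standard error 0.32, adjusted p = 0.00195 from edgeR). Gm2788, on the opposite strand, overlaps 610 exon bases of E2f8, and 11.4% of the E2f8 transcript is shared with other genes. E2f2 rose from 93.3 ± 36.7 (SD, n = 2) to 189 ± 38.7 (SD, n = 3), a log2 fold change of 1.01 (standard error 0.26, adjusted p = 0.0229 from edgeR). The E2f2 call was lost under quantile normalization (adjusted p = 0.0520 from limma) and without VAT adjuvant/Fat1562 replicate 2 or 3 (adjusted p = 0.0788 and 0.0778 from edgeR). E2f7 rose from 49.5 ± 18.9 (SD, n = 2) to 108 ± 15.4 (SD, n = 3), a log2 fold change of 1.12 (standard error 0.34) that was not called (adjusted p = 0.0557 from edgeR), and an opposite-strand gene, 1700020G17Rik, overlaps 86 of its exon bases.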

In agreement with the remarkable expansion of clonotype^+^ Treg cells in VAT by Fat1562 immunization, Fat1562-stimulated VAT-Treg cells showed significant enrichment in pathways and transcripts related to cell division (E2F targets, G2M checkpoint, MYC targets, Mitotic spindle) and glycolysis (Figure 5B&D, *left*). 

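In VAT, Lag3, an inhibitory receptor gene on chromosome 6 (124904361 to 124911705, minus strand, GENCODE vM21, GRCm38), had normalized counts of 117 ± 22.2 (SD, n = 2) with adjuvant alone and 2871 ± 274 (SD, n = 3) with adjuvant/Fat1562. Its log2 fold change was 4.63 (standard error 0.23, adjusted p = 1.72e-09 from edgeR's quasi-likelihood test). Tigit, another inhibitory receptor gene, lies on chromosome 16 (43648867 to 43664146, minus strand). It rose from 2328 ± 342 (SD, n = 2) to 6058 ± 425 (SD, n = 3), a log2 fold change of 1.38 (standard error 0.11, adjusted p = 5.75e-07 from edgeR). For both genes every library with adjuvant/Fat1562 was above every library with adjuvant alone. In Spl/LN the same comparison took Lag3 from 295 ± 90.3 (SD, n = 3) to 749 ± 17.7 (SD, n = 3), a log2 fold change of 1.35 (standard error 0.17, adjusted p = 0.000129 from edgeR). Tigit went from 2991 ± 117 (SD, n = 3) to 5339 ± 499 (SD, n = 3) there, a log2 fold change of 0.84 (standard error 0.09, adjusted p = 5.01e-05 from edgeR). The rise in VAT exceeded that in Spl/LN by 3.28 on the log2 scale for Lag3 (adjusted p = 5.81e-06 for the interaction, edgeR) and by 0.54 for Tigit (adjusted p = 0.0385). The interaction call of Tigit was lost under 7 of 20 alternatives. Of the 38-base stretches of their transcripts, Tigit shares 7.94% and Lag3 1.18% with other genes.

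**Figure D3:**
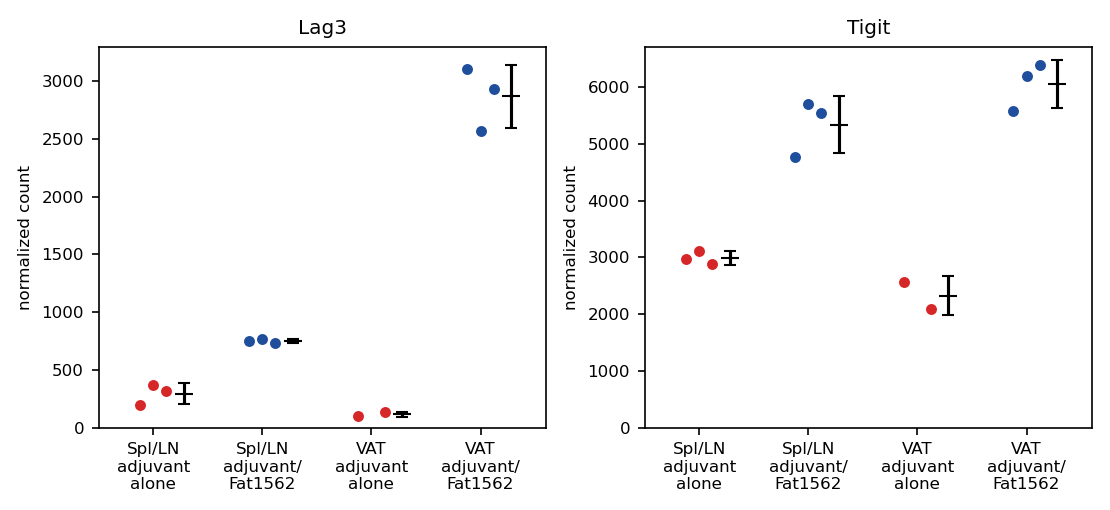
Normalized counts of Lag3 (left) and Tigit (right), with a point for each library (red, adjuvant alone, blue, adjuvant/Fat1562) and bars for the mean ± SD of each group. Lag3 lies at a mean of 117 in VAT with adjuvant alone and 2871 with adjuvant/Fat1562.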

Several Treg signature genes such as *Lag3* and *Tigit* were also upregulated in Fat1562-stimulated VAT-Treg cells (Figure 5D, left). 

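In Spl/LN, a list of 45 interferon response genes had a median log2 fold change of 0.32 between adjuvant/Fat1562 and adjuvant alone (adjusted p = 2.98e-08 from limma's camera test), with 38 genes higher. Of these, 8 were called over all tested genes and 15 with adjustment over the list alone, and no gene of the list was called lower. With the inter-gene correlation estimated from the residuals, this list was not called (adjusted p = 0.415 from camera). The Reactome pathway Interferon Signaling had a normalized enrichment score of 1.59 (adjusted p = 0.0281 from fgsea), and Interferon gamma signaling 1.3998 (adjusted p = 0.268 from fgsea), which was not called. Here too, fgsea made no allowance for correlation between genes. Isg15 had normalized counts of 168 ± 15.6 (SD, n = 3) with adjuvant alone and 313 ± 40.3 (SD, n = 3) with adjuvant/Fat1562, a log2 fold change of 0.89 (standard error 0.22, adjusted p = 0.0292 from edgeR). The Isg15 call was lost in 5 of the 6 fits that each left out one library, and 8.90% of its transcript is shared with other genes. Isg20 rose from 517 ± 41.3 (SD, n = 3) to 924 ± 106 (SD, n = 3), a log2 fold change of 0.84 (standard error 0.14, adjusted p = 0.00212 from edgeR). A list of 40 targets of TNF and NF-κB signaling had a median log2 fold change of −0.02, with 19 genes higher and 21 lower, and was not called (adjusted p = 0.751 from camera). Of that list, 4 genes were called higher and 6 lower. Ccr7 fell from 854 ± 114 (SD, n = 3) to 101 ± 62.7 (SD, n = 3), a log2 fold change of −3.07 (standard error 0.29, adjusted p = 1.28e-05 from edgeR).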

On the other hand, in lymphoid organs, antigen stimulation led to increased expression of genes associated with responses to inflammatory cytokines (IFNα, IFNγ, and TNFα), likely reflecting changes in the microenvironment of lymphoid organs with peptide immunization. But most interestingly, we observed an enrichment of genes involved in cholesterol homeostasis (*e.g.*, *Pparg*, *Nfil3*, and *Srebf2*), a hallmark of VAT-Treg cells (Figure 5B&D, *right*). 

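Of a list of 30 genes of cholesterol synthesis and uptake, fixed in advance, 29 could be tested. In Spl/LN their median log2 fold change between adjuvant/Fat1562 and adjuvant alone was −0.01, with 14 genes higher and 15 lower, and the list was not called (adjusted p = 0.932 from limma's camera test). The Reactome pathway Cholesterol biosynthesis had a normalized enrichment score of 1.14 (adjusted p = 0.681 from fgsea). Neither is the gene set used in the paper. The hand-written list does not hold Pparg or Nfil3, which the paper names beside Srebf2 for cholesterol homeostasis. The single gene of the list that was called, Srebf2, had normalized counts of 547 ± 42.2 (SD, n = 3) with adjuvant alone and 792 ± 80.5 (SD, n = 3) with adjuvant/Fat1562. Its log2 fold change was 0.53 (standard error 0.13, adjusted p = 0.0279 from edgeR's quasi-likelihood test), and the call was lost in 4 of the 6 fits that each left out one library. Nfil3 rose from 140 ± 18.8 (SD, n = 3) to 234 ± 17.3 (SD, n = 3), a log2 fold change of 0.75 (standard error 0.15, adjusted p = 0.00742 from edgeR), and was not called with limma's array weights (adjusted p = 0.0567). In VAT the log2 fold change of Nfil3 was 1.22 (standard error 0.16, adjusted p = 8.87e-05 from edgeR). That of Srebf2 was −0.47 there (standard error 0.14) and was not called (adjusted p = 0.0555 from edgeR). Under 7 of 14 alternatives Srebf2 was called lower in VAT. The list of 40 genes raised in VAT Treg cells was called higher in Spl/LN after Fat1562, with a median of 0.23 (adjusted p = 3.88e-07 from camera, and 0.171 with the inter-gene correlation estimated). In VAT the same list was called lower, with a median of −0.28 (adjusted p = 0.00680 from camera, and 0.4901 with the correlation estimated), 27 of its genes lower, 13 called lower and 9 called higher. In Spl/LN the list of genes low in VAT Treg cells was called lower, with a median of −0.21 (adjusted p = 2.70e-06 from camera, and 0.0135 with the correlation estimated), 13 of 19 genes lower, 5 called lower and 0 called higher. Of the genes raised in VAT Treg cells, Cxcr6 had a log2 fold change of 1.396 in Spl/LN (standard error 0.14, adjusted p = 2.75e-05 from edgeR). There Il10 went from 13.0 ± 4.59 (SD, n = 3) to 34.7 ± 6.36 (SD, n = 3), a log2 fold change of 1.42 (standard error 0.44) that was not called (adjusted p = 0.0865 from edgeR). In VAT, Il10 was called lower, with a log2 fold change of −0.95 (standard error 0.27, adjusted p = 0.0354 from edgeR). That call was lost under 3 of 14 alternatives.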

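Pparg lies on the plus strand of chromosome 6 from 115360951 to 115490399 in GENCODE vM21 (GRCm38), and none of the 38-base stretches of its transcript occurs in another annotated gene. In Spl/LN with adjuvant alone its normalized counts were 20.3, 18.7 and 0.913, with a mean of 13.3 ± 10.8 (SD, n = 3). The lowest value belongs to replicate 3, in which 48 genes with a mean count of at least 20 in the rest of its group were at 0, against at most 8 in any other library of a group of 3. With adjuvant/Fat1562 the counts were 64.8, 53.4 and 53.6, with a mean of 57.3 ± 6.52 (SD, n = 3). The log2 fold change between these groups was 2.12 (standard error 0.42, adjusted p = 0.00742 from edgeR's quasi-likelihood test), and each library with adjuvant/Fat1562 was above each with adjuvant alone. A two-sided exact permutation test gave p = 0.1, the smallest p that 3 libraries against 3 allow. The fold change moved most with a pseudocount of 10, to 1.54 on the log2 scale, and without replicate 3 of the adjuvant-alone group it was 1.55 (adjusted p = 0.00229 from edgeR). Pparg was not called when only these 2 groups were fitted (adjusted p = 0.0860 from edgeR) or with limma's array weights (adjusted p = 0.0623). In VAT, Pparg had 406 ± 10.8 (SD, n = 2) normalized counts with adjuvant alone and 326 ± 58.6 (SD, n = 3) with adjuvant/Fat1562, which were not told apart (log2 fold change −0.32, standard error 0.32, adjusted p = 0.638 from edgeR). After adjuvant/Fat1562 the mean in VAT was 5.68 times that in Spl/LN. The log2 fold change was 2.50 (standard error 0.32, adjusted p = 3.07e-05 from edgeR), and the exact permutation test again gave its smallest p of 0.1. With adjuvant alone the difference between the tissues was 4.95 on the log2 scale (standard error 0.41, adjusted p = 1.09e-07 from edgeR).

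**Figure D4:**
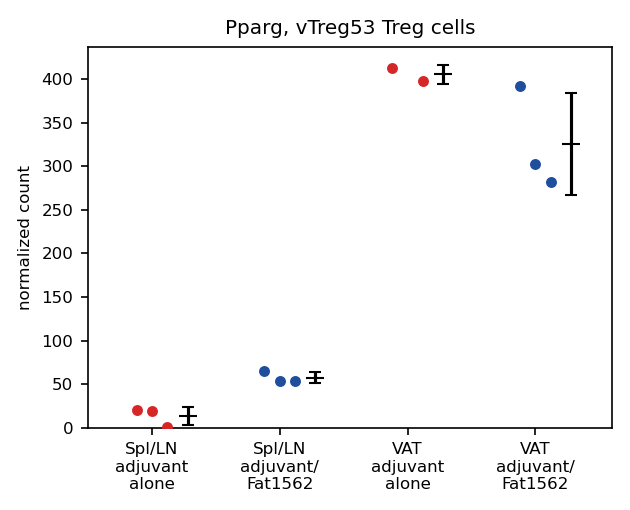
Normalized counts of Pparg, with a point for each library (red, adjuvant alone, blue, adjuvant/Fat1562) and bars for the mean ± SD of each group. The Spl/LN libraries with adjuvant/Fat1562 lie between those with adjuvant alone, at a mean of 13.3, and those of VAT, at means of 406 and 326.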

*Pparg* mRNA levels were significantly increased in Spl/LN Treg cells when stimulated by Fat1562 in vivo but remained substantially lower than in Fat1562-stimulated VAT Treg cells (Figure 5C). We have previously identified that the spleen hosts a small population of PPARγ^lo^ Tregs that are precursor cells for VAT Tregs. These results fit with a model in which TCR stimulation upregulates PPARγ expression and/or promotes the induction of VAT-Treg precursor cells in the spleen. However, other stimulus, like IL-4, might also up-regulates PPARγ expression. These different possibilities are under further investigation. Collectively, these results indicate that Fat1562 was effective at expanding VAT Treg cells.

### A clonal response of endogenous treg cells to Fat1562 immunization in wild-type mice

We next investigated whether Fat1562 immunization of wild-type B6 mice would elicit expansion of particular Treg clones in VAT, and whether their TCRs would resemble the vTreg53 TCR. 16–20 week-old B6 mice were immunized with Fat1562 using the prime and boost scheme (Figure 4—figure supplement 1A), and the Fat1562-reactive CD4^+^ T cells were characterized by staining with the Fat1562/A^b^-PE tetramer. Interestingly, out of the 10 mice immunized, three showed detectable expansion of the Fat1562/A^b^ tetramer^+^ Treg population in the Spl/LN and VAT, characteristic of the high variability of endogenous Treg cells’ responses to specific peptide immunization (Figure 4—figure supplement 1B&C). We then sorted individual Fat1562/A^b^ tetramer^+^ Treg cells from the spleen and VAT of these 3 mice into 96-well plates, and determined the sequences of their TCR-β and TCR-α complementarity-determining region (CDR)3 s. Surprisingly, in each of the three mice, the Fat1562/A^b^ tetramer^+^ Treg population was almost entirely monoclonal (Figure 4—figure supplement 1D). Within each mouse, the Spl/LNs and VAT Treg clones had the same CDR3α and CDR3β. However, across different mice, none of the clones was shared, and their CDR3 sequences did not show any obvious similarity. This result is in agreement with our previous reports that the VAT-Treg clones naturally expanded are different in each mouse (Kolodin et al., 2015). Nevertheless, one of the Fat1562/A^b^-reactive clones had a CDR3α and a CDR3β highly reminiscent of the vTreg53 CDR3s, with the exact same CDR3α sequence and only one amino acid difference in CDR3β (Figure 4—figure supplement 1D). Therefore, although with some degree of variability, Fat1562 was able to expand an endogenous Treg population that highly resembled the original vTreg53 VAT-Treg clone.

### Fat1562 potently expanded transferred vTreg53 Treg cells in VAT, ameliorated local inflammation, and improved metabolic indices in mice fed a high-fat diet (HFD)

Chronic, low grade inflammation in VAT is one of the major drivers of obesity-induced insulin resistance, and VAT Treg cells are important for keeping this inflammation in check. We next asked whether we could use Fat1562 to expand VAT-Treg cells and suppress VAT inflammation during obesity. Given the high variability of Fat1562 to expand endogenous VAT-Treg cells, we decided to use Fat1562 to expand transferred vTreg53 TCR-tg Treg cells in recipient mice that were fed a HFD, and to determine whether this accumulation could consequently dampen obesity-associated VAT inflammation and metabolic dysregulation. To this end, we transferred vTreg53 TCR-tg Treg cells into CD45.1^+^ B6 mice that had been fed a HFD for two weeks, immunized the recipient mice with CFA/Fat1562 *s.c.*, and *i.p.*-boosted the response with IFA/Fat1562 one week later. We then analyzed the composition of the immunocyte compartments in the spleen and VAT of recipient mice after another week of HFD feeding (Figure 6A and Figure 6—figure supplement 1). As expected, immunization with Fat1562 led to a 5- to 10-fold expansion of the transferred TCR-Tg Treg cells in the spleen, particularly for clonotype^+^ Treg cells (Figure 6B–D). However, donor-derived cells still contributed less than 2% of the total Treg pool in the spleen of recipient mice. As a result, the total number of splenic Treg cells in recipient mice did not show a significant increase with immunization (Figure 6F). As expected, with adjuvant alone, transferred TCR-tg Treg cells preferentially accumulated in VAT compared with the spleen, but still made up less than 5% of the total VAT-Treg compartment in recipient mice (Figure 6B). In contrast, immunization with adjuvant plus Fat1562 led to substantial expansion of clonotype^+^ TCR-tg Treg cells, reaching almost half of the entire VAT-Treg pool in recipient mice (Figure 6B,C and E). As a consequence, the total number of VAT Treg cells was also significantly elevated (Figure 6G).

**Figure 6.**
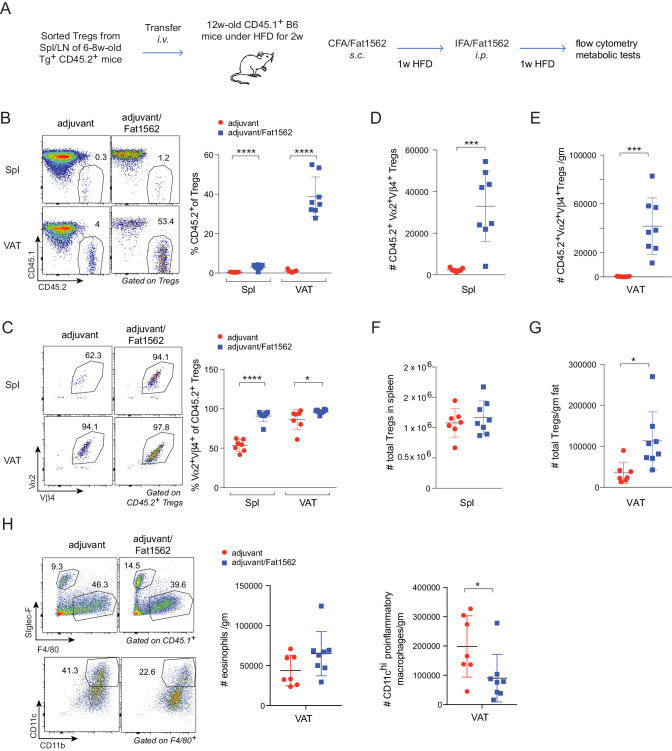
Immunization with Fat1562 expands transferred vTreg53 Treg cells and suppresses HFD-induced VAT inflammation. (**A**) Scheme of the transfer and immunization protocol. (**B**) Frequencies of CD45.2^+^ cells in Treg cells (n ≥ 7). (**C**) Frequencies of clonotype^+^ cells in transferred CD45.2^+^ Treg cells (n ≥ 7). (**D**) Number of clonotype^+^ CD45.2^+^ Treg cells in the spleen (n ≥ 7). (**E**) Number of clonotype^+^ CD45.2^+^ Treg cells in the VAT (n ≥ 7). (**F**) Number of total Treg cells in the spleen (n ≥ 7). (**G**) Number of total Treg cells in VAT (n ≥ 7). (**H**) Numbers of eosinophils and CD11c^hi^ inflammatory macrophages in VAT (n ≥ 7). Data are mean ± SD. Data shown are representative of at least two independent experiments.

**Figure 6—figure supplement 1.**
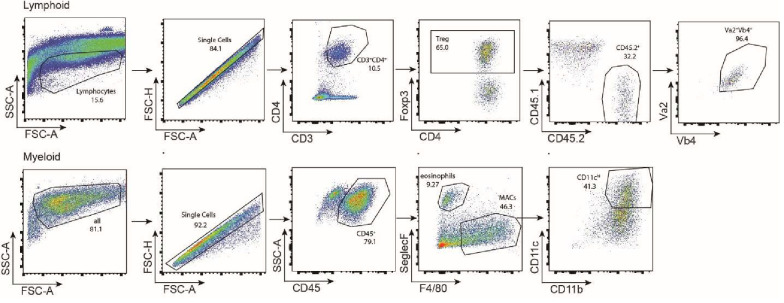
Gating strategy. Gating strategy used for detection of VAT Treg cells (top) and, eosinophils or macrophage cells (bottom) by flow cytometry.

In lean mice, VAT is enriched for anti-inflammatory immunocyte subsets, while obesity promotes differentiation/activation of pro-inflammatory immunocytes, particularly CD11c^hi^ macrophages. Consistent with an important function of VAT-Treg cells in maintaining the balance between different types of immunocytes in the local microenvironment, immunization with Fat1562 significantly increased the proportion of eosinophils while reducing the frequency of CD11c^hi^ pro-inflammatory macrophages (Figure 6H; gating strategy is shown in Figure 6—figure supplement 1). In agreement with dampened VAT inflammation, and although body weights were similar (Figure 7A), Fat1562 immunization of HFD-fed B6 mice that received vTreg53 Treg cells improved insulin sensitivity (Figure 7B and C, Figure 7—figure supplement 1), promoted glucose tolerance (Figure 7D and E), and reduced fasting plasma insulin levels (Figure 7F).

**Figure 7.**
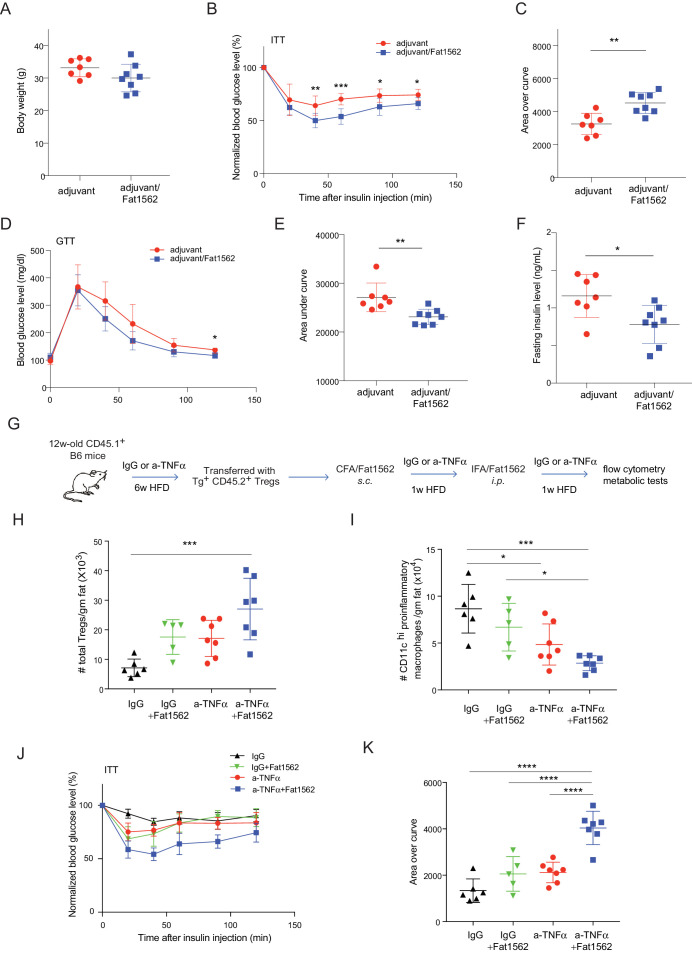
Immunization with Fat1562 following vTreg53 Treg transfer ameliorates HFD-induced insulin resistance. (**A–F**) Metabolic indices of mice treated as in Figure 6A (n ≥ 7). (**A**) Body weight. (**B**) Insulin tolerance test (ITT). (**C**) Area over curve for ITT analysis. (**D**) Glucose tolerance test (GTT). (**E**) Area under curve for GTT analysis. (**F**) Plasma insulin levels after 6 hr of fasting. Data shown are representative of at least two independent experiments. (**G**) Scheme of the anti-TNFα experiment. (**H**) Number of total Treg cells in VAT (n ≥ 5). (**I**) Number of CD11c^hi^ inflammatory macrophages in VAT (n ≥ 5). (**J**) ITT (n ≥ 5). (**K**) Area over curve for ITT analysis (n ≥ 5). Data are mean ± SD.

**Figure 7—figure supplement 1.**
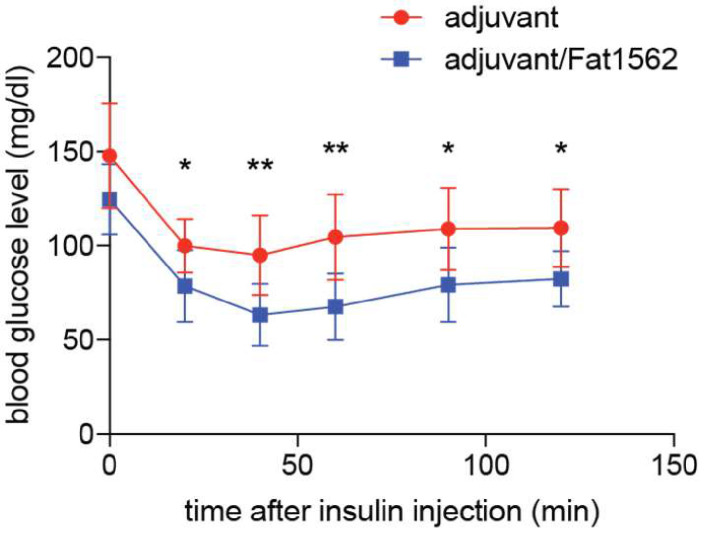
Absolute blood glucose levels. ITT analysis of mice transferred with vTreg53 TCR-tg Tregs and immunized with adjuvant/Fat1562 or adjuvant alone. Data shown are representative of at least two independent experiments (n ≥ 5).

We previously reported that VAT Tregs progressively disappear as obesity sets in Feuerer et al., 2009. It is also known that TNFα levels in VAT increase with obesity (Hotamisligil et al., 1993), and that TNFα is detrimental to Treg function (Nie et al., 2013). Thus, we wondered whether the effect of surrogate peptide injection in this context would be enhanced by combining it with contemporaneous blockade of TNFα signaling. To this end, we transferred vTreg53 TCR-tg Treg cells into CD45.1^+^ B6 mice that had been treated with either anti-TNFα or isotype-control IgG antibodies and fed a HFD for six weeks; and then immunized the recipient mice with CFA/Fat1562 *s.c.*, and *i.p.*-boosted the response with IFA/Fat1562 (Figure 7G). As expected, Fat1562 immunization or anti-TNFα alone moderately increased the numbers of VAT-Treg cells (Figure 7H), reduced the number of CD11c^hi^ pro-inflammatory macrophages (Figure 7I), and slightly improved insulin sensitivity in the recipient mice (Figure 7J and K). Co-administration of Fat1562 and anti-TNFα strikingly increased VAT-Treg cells, suppressed pro-inflammatory macrophages, and strongly promoted insulin sensitivity (Figure 7H–K). Collectively, these results demonstrated that Fat1562 could expand transferred vTreg53 Treg cells, dampen VAT inflammation, and improve insulin sensitivity in mice fed a HFD.

## Discussion

The small subset of Foxp3^+^CD4^+^ Treg cells, comprising up to 2% of peripheral blood lymphocytes, plays a decisive role in maintaining immune homeostasis and reducing excessive immune activation (Sakaguchi et al., 2008), as well as several aspects of non-immune-tissue homeostasis. Importantly, several studies demonstrated that TCR expression is essential for Treg cell function (Levine et al., 2014; Schmidt et al., 2015) and that the TCR repertoire of these cells can recognize self- as well as foreign peptides (Jordan et al., 2001; Lee et al., 2012; Pacholczyk et al., 2007). Furthermore, TCR stimulation shapes various Treg-cell phenotypes (Zemmour et al., 2018). There is still, however, a paucity of methods to identify agonist Treg peptide ligands. Here, we took advantage of an unbiased peptide-library screen to identify potent agonists for a previously characterized, VAT-localized, Treg clone, vTreg53. Our goal was to elucidate whether the induction of an antigen-specific expansion of a particular population of VAT-Treg cells can ameliorate metabolic indices and improve insulin sensitivity in the context of a high-fat diet. Our results suggest that SPs can promote clonal Treg-cell proliferation without compromising key features of the VAT-Treg transcriptome, while suppressing HFD-induced VAT inflammation and improving insulin sensitivity.

In cancer immunotherapy, a major effort has been devoted to the identification of (neo)antigens that drive CD8^+^ or CD4^+^ anti-tumor responses. The success of this approach has been largely facilitated by deep sequencing analysis of the tumor cells’ transcriptome coupled to the development of algorithms to identify mutations in protein-coding regions and the likelihood that these neoantigens are displayed by a given MHC allele (Schumacher et al., 2019). Unlike neoantigens, which can be readily identified by DNA sequencing, any wild-type peptide with suitable anchor residues may be presented by a given MHC molecule. The identification of self-antigens poses therefore a challenge that has been difficult to overcome. Current approaches to deorphanize Treg-cell TCRs have relied on the focused screening of organ-specific cDNA libraries (Wang et al., 2004), the isolation of thymus-derived MHCII-eluted peptides (Stadinski et al., 2019) and lastly, on the screening of organ-specific, Aire-dependent, proteins (Leonard et al., 2017). While these approaches have successfully revealed Treg-specific wild-type antigens, they also impose limitations regarding the tissue of origin or rely on the analysis of a relatively large number of APCs. For example, the limited number of MHCII-positive cells present in VAT currently precludes analysis of the A^b^-peptidome by mass spectrometry. A quick analysis of the mouse proteome reveals that more than half a million peptides, based solely on the presence of favorable anchor residues, can be presented by A^b^. Without a well-defined criterion to restrict the search of self-peptides to a reduced, tissue-specific protein-subset, it becomes nearly impossible to individually test the entire A^b^-peptidome for T cell responses.

Recent work suggests that the TCR has a rather reduced cross-reactivity and shows, instead, a poly-specific response (Birnbaum et al., 2014; Wucherpfennig et al., 2007). In other words, the TCR mostly recognizes a small, closely related, number of peptides. We have thus hypothesized that these newly identified SPs could guide the identification of self-peptides, similarly to what has been described previously (Birnbaum et al., 2014; Gee et al., 2018). However, the SPs identified using the vTreg53 TCR failed to fully align with a peptide region from the mouse proteome and, despite extensive effort, we could not deorphanize the vTreg53 TCR with an endogenous antigen. Furthermore, candidate wild-type peptides relatively similar to Fat7 or Fat15 failed to activate vTreg53 cells. There may be several reasons behind our inability to identify an endogenous ligand, for example: (a) the preferred anchor residues for A^b^ are ill-defined; (b) the theoretical diversity of a 13-mer peptide library exceeds by almost a 1000-fold the size of the yeast peptide-MHC library; (c) the depth of the A^b^ peptide-presenting groove suggests that the TCR may have limited access to the peptide, which may impose an even greater peptide/TCR specificity for peptides presented by A^b^; (d) register-shifting of the peptides presented by the engineered A^b^ platform; (e) the affinity for self-peptides may fall below the detection limit of the yeast selection approach, particularly, when taking into account the reduced avidity of the yeast-display system; (f) lastly, several reports have documented that strong agonists can be created by post-translational modifications such as transpeptidation or deamidation (Hanada et al., 2004; Vigneron et al., 2004). These and other limitations may complicate the identification of self-peptides presented by the A^b^ MHC and potentially by class II MHCs and Treg cell TCRs, in general.

Despite the limitations described above, we were able to identify potent SP agonists. Altered peptide ligands, or SPs, have long been used to elicit more potent T cell responses, and often represent a useful approach to circumvent poor TCR recognition due to weak peptide binding to MHC, multiple peptide registers, lower avidity or poor TCR/pMHC affinity (Sloan-Lancaster and Allen, 1996). Furthermore, SPs have proven to be a valuable tool to explore key aspects of peptide recognition and the T cell response (Evavold and Allen, 1991; Evavold et al., 1995). More recently, SPs were shown to drastically suppress autoimmune responses during experimental autoimmune encephalomyelitis, a murine model for multiple sclerosis (Saligrama et al., 2019).

In the case of vTreg53, we identified several structurally related peptides that appeared to elicit a wide range of signaling potencies. Analysis of the Treg cells activated by the strongest SP, Fat1562, revealed two critical features. First, peptide-induced expansion of the Treg population was restricted to those cells displaying a very small number of TCRs. Whether this restriction is a property of the peptide used or an indication of a limited, highly peptide-specific VAT-Treg TCR repertoire remains to be investigated. Second, the transcriptome of Fat1562-activated Treg cells maintained the typical VAT-Treg signature, namely an enrichment of genes involved in lipid metabolism and an increase in *Pparg* mRNA levels (Cipolletta et al., 2012; Feuerer et al., 2009). Importantly, immunization with Fat1562 led to a significant expansion of adoptively transferred vTreg53 cells, accompanied by reduced VAT inflammation and improved systemic insulin sensitivity in the context of HFD. Previous studies showed that long-term HFD feeding is able to induce a VAT microenvironment that is highly toxic to VAT-Treg cells, partially due to increased level of TNFα (Cipolletta et al., 2015). We therefore reasoned that combination of anti-TNFα and Fat1562 immunization should be able to unleash the full potential of VAT-Treg cells. Indeed, co-administration of Fat1562 with anti-TNFα led to a striking increase of VAT-Treg cells and a significant improvement in insulin sensitivity in mice with severe obesity.

There has been substantial interest in harnessing the power of Treg cells to therapeutic ends, in particular for the amelioration of graft-versus-host, autoimmune or inflammatory diseases (Sakaguchi et al., 2008). A major obstacle relates, however, to the TCR de-orphanization of Treg clones. While polyclonal stimulation of Treg cells readily induces broad clonal expansion, antigen-specific stimulation of tissue-resident Treg cells has been found to be more effective at suppressing immune responses. In murine models of type-1 diabetes, antigen stimulation of Treg cells performed better at ameliorating diabetes progression than polyclonal Treg cells (Tang et al., 2004; Yamazaki et al., 2006), and similar results were found in humanized-mouse transplant models (Putnam et al., 2013). Moreover, recent data on the phenotypic distinction of non-lymphoid-tissue Treg cells argue that they will be a more effective source then their lymphoid-organ counterparts (Panduro et al., 2016). By analogy with the recent developments in TCR-based cancer immunotherapy, the potential to deorphanize disease-related Treg cell TCRs is likely to spur a greater focus on the discovery of disease-specific Treg populations. Surrogate peptides may offer a simpler and viable alternative to self-antigens in promoting local, tissue-specific, Treg expansion and immunosuppressive activity.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Genetic reagent (*Mus. musculus*)	C57BL/6(J)	Jackson lab	Stock No: 000664	
Genetic reagent (*Mus. musculus*)	CD45.1. C57BL/6	Jackson lab	Stock No: 002014	
Genetic reagent (*Mus. musculus*)	vTreg53 TCR-tg	Li et al., 2018		
Genetic reagent (*Mus. musculus*)	Foxp3-GFP	Gift of Vijay. Kuchroo, (Brigham and Women’s Hospital)		
Cell line (*Homo sapiens*)	Jurkat E6.1	ATCC	Cat# TIB-152 RRID:CVCL_0367	
Cell line (*Homo sapiens*)	Lenti-X 293T	Takara Bio	Cat# 632180	
Cell line (*Homo sapiens*)	K-562	ATCC	Cat# CCL-243, RRID:CVCL_0004	
Antibody	anti-CD45.1 (clone A20)	Biolegend	Cat# 110724 RRID:AB_493733	FACS (1:100)
Antibody	anti-CD45.2 (clone 104)	Biolegend	Cat# 109824 RRID:AB_830789	FACS (1:100)
Antibody	anti-CD3 (clone 17A2)	Biolegend	Cat#: 100214 RRID:AB_493645	FACS (1:100)
Antibody	anti-CD4 (clone GK1.5)	Biolegend	Cat#: 100422 RRID:AB_312707	FACS (1:100)
Antibody	anti-TCR Vα2 (clone B20.1)	Biolegend	Cat#: 127806 RRID:AB_1134188	FACS (1:100)
Antibody	anti-CD44 (clone IM7)	Biolegend	Cat#: 103032 AB_2076204	FACS (1:100)
Antibody	anti-CD62L (clone MEL-14)	Biolegend	Cat#: 104418 RRID:AB_313103	FACS (1:100)
Antibody	anti-CD45 (clone 30-F11)	Biolegend	Cat#: 103126 RRID:AB_493535	FACS (1:100)
Antibody	anti-CD11b (clone M1/70)	Biolegend	Cat#: 101228 RRID:AB_893232	FACS (1:100)
Antibody	anti-CD11c (clone N418)	Biolegend	Cat#: 117318 RRID:AB_493568	FACS (1:100)
Antibody	anti-F4/80 (clone BM8)	Biolegend	Cat#: 123116 RRID:AB_893481	FACS (1:100)
Antibody	anti-c-Myc Alexa Fluor 488	Cell Signaling Technology	Cat# 9402 RRID:AB_2151827	FACS (1:100)
Antibody	anti-CD69 (clone FN40)	Biolegend	Cat# 104508, RRID:AB_313111	FACS (1:100)
Antibody	anti-CD25 (clone M-A25)	Biolegend	Cat# 356110, RRID:AB_2561977	FACS (1:100)
Recombinant protein	Streptavidin APC	Biolegend	Cat#: 405243	FACS (40–400 nM)
Antibody	anti-TCR Vβ4 (KT4)	BD Biosciences	Cat#: 553366 RRID:AB_394812	FACS (1:100)
Antibody	anti-Siglec-F (E50-2440)	BD Biosciences	Cat#: 552126 RRID:AB_394341	FACS (1:100)
Antibody	anti-Foxp3 (clone FJK-16s)	ThermoFisher	Cat#: 17-5773-82 RRID:AB_469457	FACS (1:100)
Antibody	anti-TNFα (clone XT3.11)	BioXCell	Cat#: BE0058 RRID:AB_1107764	In vivo 10 μg/g
antibody	isotype control IgG (clone HRPN)	BioXCell	Cat#: BE0088 RRID:AB_1107775	In vivo 10 μg/g
Commercial assay or kit	Streptavidin microbeads	Miltenyi	Cat#: 130-048-101	50 μl/sample
Commercial assay or kit	Foxp3/Transcription Factor Staining Buffer Set	ThermoFisher	Cat#: 00-5523-00	
Commercial assay or kit	CellTrace Violet dye	ThermoFisher	Cat#: C34557	
Commercial assay or kit	Ultra Sensitive Mouse Insulin ELISA Kit	Crystal Chem	Cat#: 90080	
Chemical compound, drug	D-(+)-Glucose	Sigma Aldrich	Cat#: G8270-1KG	
Chemical compound, drug	Humulin R	Lilly	Cat#: U-100	
Chemical compound, drug	Freund’s Adjuvant, Complete	Sigma	Cat#: F5881	
Chemical compound, drug	Freund’s Adjuvant, Incomplete	Sigma	Cat#: F5506	
Software, algorithm	Multiplot Studio	Genepattern	https://www.genepattern.org/modules/docs/Multiplot/2	
Software, algorithm	GSEA	Broad Institute	https://www.gsea-msigdb.org/gsea/index.jsp	
Software, algorithm	V-QUEST	IMGT	http://www.imgt.org/IMGT_vquest/user_guide	

### Cell line culture and peptide stimulation

Cell lines were kept in a humidified incubator at 37°C with 5% CO_2_ unless otherwise denoted. Jurkat T cells (derived from a male with acute T cell leukemia; ATCC TIB-152) and K562 cells (ATCC CCL-243) were cultured in RPMI supplemented with 2 mM glutamax (Invitrogen), 10% FBS (Sigma),10 mM HEPES pH 8.0 (ThermoFisher), 1 mM Sodium Pyruvate (Gibco) and 50 U/ml penicillin and streptomycin (ThermoFisher). Validation of T cell lines was performed by staining with known markers pre- and post- transfection or transduction. HEK293T (Lenti-X; Takara Bio USA, #632180) cells (female derived kidney cell line) were grown in DMEM complete media (ThermoFisher) supplemented with 10% FBS, 2 mM L-glutamine, and 50 U/ml of penicillin and streptomycin. Cells were tested for mycoplasma contamination using the MycoAlert Mycoplasma Detection kit (Lonza) and found to be mycoplasma-negative. For peptide assays, Jurkat T cells were rested overnight or for 2–3 hr in fresh RPMI complete. Cells were co-cultured for 16 to 48 hr with surrogate APCs: K562 transduced with A^b^. After overnight incubation, cells were washed in MACS buffer and stained with anti-TCR, A^b^, CD69 and CD25. EBY100 yeast cells were cultured in sterile filtered standard YPD (Bacto Peptone, glucose and yeast extract). Transformed yeast were grown in SDCAA (yeast nitrogen base, casamino acids -ADE, -URA, -TRP, D-glucose and buffered to pH 4.5 using sodium citrate and citric acid monohydrate) and induced in SGCAA where galactose replaces D-glucose. EBY100 cells are grown at 30°C when cultured in SDCAA, or at 20°C when cultured in SGCAA at atmospheric CO_2_ in an orbital shaker set to an agitation speed of 250 rpm.

### Protein expression

High Five cells (Tni; Expression Systems) were grown in Insect X-press media (Lonza) or ESF 921 media (Expression Systems) with a final concentration of 10 mg/L of gentamicin sulfate (ThermoFisher) at 27°C at atmospheric CO_2_. SF9 cells are grown in SF900-III or -II serum-free media (ThermoFisher) with 10% FBS and final concentration 10 mg/L of gentamicin sulfate and 2 mM glutamax at 27°C at atmospheric CO_2_. P1 or P2 virus was used to infect volumes of 1–3 L of Hi5 cells at ∼2 × 10^6^ cells/ml. Supernatant was harvested 2–3 days post-infection and spun down at 8000 rpm for 15 min. The supernatant containing expressed protein was treated to 100 mM Tris pH 8.0, 1 mM NiCl_2_, and 5 mM CaCl_2_ to precipitate contaminants. The supernatant and precipitate mixture was spun down at 8000 rpm for 20 min at 4°C to remove precipitate. The supernatant was incubated with Ni-NTA resin (QIAGEN) for >3 hr at room temperature. Ni-NTA beads were collected and washed in a Buchner funnel with 20 mM imidazole in 1 x HBS pH 7.2 and eluted with 200 mM imidazole in 1x HBS pH 7.2. Protein was concentrated in a 10 kDa filter (Millipore, UFC903024) to ~1 mL. When appropriate, protein was biotinylated with BirA ligase, 100 μM biotin, 40 mM Bicine pH 8.3, 10 mM ATP, and 10 mM Magnesium Acetate at 4°C overnight. All proteins were further purified by size-exclusion chromatography using Superdex Increase S200 or S75, as appropriate (GE Healthcare). All proteins for in vivo studies were cleared of endotoxin. Final endotoxin levels were determined using a chromogenic endotoxin quantitation kit (Thermo Fisher) and never greater than 1 Endotoxin Unit/mg of purified protein.

### Development and selection of peptide-A^b^ yeast libraries

To obtain a functional A^b^ yeast display platform, a 13mer-peptide sequence linked the β1-α1 expressed on the surface of the *S. cerevisiae* strain EBY100 as an N-terminal fusion to Aga2 using the pYAL vector was evolved by error-prone PCR. The GeneMorph II random mutagenesis kit (Agilent) was used to introduce between 3 to 5 mutations per one kbp. Mutation frequency and overall integrity of the A^b^ expression gene was confirmed by DNA sequencing following ITA cloning and DNA miniprep from randomly selected single-colonies (up to 50 colonies were used). The final error-product was amplified to generate 50 μg of insert DNA using high-fidelity DNA polymerase. A^b^ libraries were created by electroporation of chemically competent EBY100 with mutagenized insert and 10 μg of linearized pYAL vector. Peptide-A^b^ selections were performed as described below. Functional surface expression was obtained following two single-point mutations in the β-chain: His46Tyr and Leu67Val. A^b^-peptide yeast display libraries were created as previously described (Birnbaum et al., 2014). Briefly, oligos allowing all 20 amino acids via NNK codons at all peptide positions except the defined anchors (as shown in Figure 1A) were used to generate a peptide library. The libraries allowed for limited diversity at P1, P4, P6 and P9 anchor positions to maximize the number of correctly folded pMHC clones on the surface of yeast. pMHC libraries with up to 2 × 10^9^ transformants as determined by colony counting after serial dilution were generated by electroporation of chemically competent EBY-100 cells via homologous recombination with an insert composed by the peptide library fused to the β1(H46Y, L67V)-α1-c-myc and a linearized pYal plasmid. Three independent libraries were made, mixed, and screened by the TCRs here described as an attempt to reduce potential PCR biases.

Yeast were passaged in SDCAA and induced with SGCAA and selected with streptavidin (SA) - coated magnetic MACS beads (Miltenyi) coated with biotinylated TCR. The number of yeast used for each round of selection was ~10 x the diversity from the previous selection step. In the first round of yeast selection from the naïve library, yeast corresponding to 2-5x library diversity were incubated on a rotator at 4°C for 1 hr in 10 mL of ice cold PBS/0.5% bovine serum albumin and 1 mM EDTA (PBE) with 250 μl of SA beads. Yeast-bead mixture was negatively selected using an LS Column (Miltenyi) attached to a magnetic stand (Miltenyi) and washed three times with PBE. The flow through was further incubated with 400 μl SA beads preincubated with 400 nM of TCR for 3 hr at 4°C on a rotator. The yeast were washed and pelleted at 3500 g for 2 min prior to positive selection using an LS column. The yeast eluted from the column were grown in 3 mL of SDCAA until the OD >5, which usually corresponded to 36–48 hr. For rounds 2 and 3 of selection,~3×10^7^ (corresponding to 3 ml at OD of 1) yeast were induced in SGCAA for 2 days at 20°C, at which point OD was found to be >5. After confirming c-myc tag expression by flow cytometry, 10^7^ yeast were incubated with 50 μl of SA-beads for 1 hr for the negative selection followed by 50 μl of TCR coated beads for 3 hr in 500 μl of PBE. All incubations were performed at 4°C and TCR concentration was kept at 400 nM. The fourth round of selection was similar to round 2 and 3, while substituting SA-magnetic beads for SA alone. For the negative selection step, yeast were incubated with 400 nM streptavidin-APC (SA-APC) in 500 μl for 1 hr at 4°C, followed by a 20 min incubation with 50 μl of microbeads coated with anti-647 (Miltenyi). For the subsequent positive selection step, yeast were incubated with 400 nM TCR tetramer for 3 hr at 4°C followed by 20 min with anti-alexa647 magnetic beads. Peptide-A^b^ surface expression was monitored with anti-c-myc (Cell Signaling) antibody staining. All selections rounds and naïve libraries were kept for up to 2 months at 4°C for subsequent DNA extraction, induction and/or TCR-SA tetramer staining.

### Deep sequencing

DNA was isolated from each round of selection using the a Zymoprep II Kit (Zymo Research) as per manufacturer’s instructions. Briefly, 5 × 10^7^ yeast from all rounds were lysed and DNA was extracted and eluted in 10 mM Tris pH 8.0 and kept at 4°C for further processing. To amplify the DNA region corresponding to the peptide sequences, a forward oligo with unique barcodes and a random 8-mer sequence was used together with a reverse oligo designed to anneal the linker connecting the peptide region to the β1 domain of A^b^. DNA was amplified by PCR for up to 15 cycles. PCR products were purified after agarose gel electrophoresis and later re-amplified by PCR for 15 cycles to include the standard Illumina adaptor sequences. All amplification steps were performed using Phusion DNA Polymerase (NEB). The final amplified library was purified following agarose gel electrophoresis and quantified using nanodrop. Integrity of the amplified DNA product was confirmed by BioAnalyzer (Agilent Genomics). The library was deep sequenced using the Illumina Miseq sequencer and a V2 (2 × 150) or V3 kit.

### Analysis of deep sequencing data

Paired-end reads were identified and selected for further analysis from the deep sequencing using PandaSeq (Masella et al., 2012) after which the paired-end reads were parsed according to the barcodes using Geneious V6. Sequences with frameshifts or stop codons were removed from further analysis. Sequences were processed to quantify the number of identical peptide sequences using custom Perl scripts and shell commands.

### Surface Plasmon resonance

A GE Biacore T100 was used to measure the K_D_ by equilibrium methods. Approximately 200 resonance units (RU) of human CD45, PD-1 or mouse PD-1 was captured on a SA-chip (GE Healthcare), including a reference channel of an unrelated protein. SPR runs were performed in HBS-P+ (GE Healthcare). All measurements were made with 2-fold serial dilutions using 45–60 s association (at 30 μl/min) followed by >240 s dissociation (30 μl/min) at 25°C. Regeneration was performed using HBS-P+, 2 M MgCl_2_ or 0.1 M Glycine, pH 3.1 for 15–20 s at 50 μl/min. Measurement of titrations at equilibrium were used to determine the K_D_ using Biacore Analysis Software (GE Healthcare). All measurements were repeated twice.

### Mice

Male mice of various ages were produced in our specific-pathogen-free facilities at Harvard Medical School, and were fed a chow diet (no. 5058, Lab Diet Picolab Mouse Diet 20), or HFD (60 kcal% Fat, Research Diets, D12492i). B6.CD45.1^+^ mice were purchased from the Jackson Laboratory. *Foxp3-GFP* mice were obtained from Dr. V. Kuchroo. vTreg53 TCR-tg mice were generated based on one of the expanded VAT-Treg clones, as previously described (Li et al., 2018), and were crossed with *Foxp3-GFP^KI/KI^* females. Tg^+^ Foxp3-GFP^KI/y^ male progeny were used for experiments. In all cases, the *Tcra* plus *Tcrb* transgene was maintained in the heterozygous state. All experiments were performed using littermate controls and following animal protocols approved by the HMS Institutional Animal Use and Care Committee (protocol IS00001257).

### Cell isolation and flow cytometry

Mice were asphyxiated with CO_2_. Epididymal VAT was excised, minced and digested for 20 min with 1.5 mg/ml collagenase type II (Sigma) in Dulbecco’s Modified Eagle’s Medium (DMEM) supplemented with 2% fetal calf serum (FCS) in a 37°C water bath with shaking. The digested materials were filtered through a sieve and then a 40 µm nylon cell strainer. The stromal vascular fraction was collected after centrifugation at 450 g for 10 min. For surface markers, cells were stained with anti-CD45.1 (A20), -CD45.2 (104), -CD3 (17A2), -CD4 (GK1.5), -TCR Vα2 (B20.1), -CD44 (IM7), -CD62L (MEL-14), -CD45 (30-F11), -CD11b (M1/70), -CD11c (N418), -F4/80 (BM8) mAbs (all from Biolegend), and anti-TCR Vβ4 (KT4), anti-Siglec-F (E50-2440) mAbs (both from BD Biosciences), as detailed in experiment descriptions. Foxp3 staining was performed using the Foxp3/Transcription Factor Staining Buffer Set and anti-Foxp3 (FJK-16s) mAb (both from eBioscience). Cells were acquired with an LSRII flow cytometer (BD Biosciences), an Accuri (BD Biosciences) or Cytoflex (Beckman Coulter). Propidium Iodide was used to distinguish live from dead cells. Assays were performed in biological duplicates or triplicates as described in the figure legends. Data were analyzed using FlowJo.

### Primary Treg cultures and peptide stimulation

Tregs from pooled LNs of Tg^+^ Foxp3-GFP^KI/y^ mice were labeled with CellTrace Violet dye (ThermoFisher Scientific), cultured in complete RPMI medium in the presence of 100 U/ml recombinant mouse IL-2 (peprotech), and stimulated by syngeneic APCs loaded with the indicated concentrations of different peptides. 3 days later, the proliferation and activation of clonotype^+^ Treg cells was determined by flow cytometric analysis of the dilution of the CellTrace Violet dye, upregulation of CD44 expression, and downregulation of CD62L levels.

### Treg transfers and peptide immunization

To assess early Treg proliferation following peptide stimulation in vivo, 0.4 million Treg cells were sorted from pooled Spl and LNs of 6-8wk-old male CD45.2^+^ Tg^+^ Foxp3-GFP^KI/y^ mice by Moflo, labeled by the CellTrace Violet dye (ThermoFisher Scientific), and were *i.v.*-injected into 6-8wk old male B6.CD45.1^+^ mice. The next day, the recipient mice were injected with 200 µg peptides emulsified in CFA (CFA/peptides) *s.c.* on the lower back. Proliferation of clonotype^+^ Tregs in the spleen was determined three days later. To examine the expansion of VAT-Treg cells by peptide immunization, we sorted 0.4 million Treg cells from pooled Spl/LNs of 6-8wk-old male CD45.2^+^ Tg^+^ Foxp3-GFP^KI/y^ mice and transferred them *i.v.* into 6-8wk old male B6.CD45.1^+^ mice. Six weeks later, the recipient mice were immunized with 200 µg CFA/peptides *s.c.* on the lower back, and one week later were boosted with 100 μg IFA/peptides *i.p*. After another week, clonotype^+^ CD45.2^+^ Treg cells from the Spl/LNs or VAT of recipient mice were analyzed by flow cytometry and double-sorted for ultra-low-input RNA-seq. Lastly, for transfer into mice fed a HFD, 0.4 million Treg cells were sorted from pooled Spl/LNs of 6-8wk-old male CD45.2^+^ Tg^+^ Foxp3-GFP^KI/y^ mice and transferred *i.v.* into 12-week-old B6.CD45.1^+^ mice that had been fed a HFD for 2 weeks. The next day, recipient mice were immunized with 200 μg CFA/peptides *s.c.* on the lower back, and one week later were boosted with 100 μg IFA/peptides *i.p*. Mice were maintained on HFD for the duration of the procedure. One week after the IFA/peptides injection, metabolic parameters (GTT, ITT, fasting plasma insulin levels) and the composition of different immunocytes were determined.

### Anti-TNFα treatment

12-week-old B6.CD45.1^+^ mice were fed with HFD and injected intraperitoneally with 10 μg/g body weight anti-TNFα (XT3.11, BioXCell) or isotype control IgG (HRPN, BioXCell) twice a week for 6 weeks, transferred with 0.4 million Treg cells from pooled Spl/LNs of 6-8wk-old male CD45.2^+^ Tg^+^ Foxp3-GFP^KI/y^ mice. The next day, recipient mice were immunized with 200 μg CFA/peptides *s.c.* on the lower back, and one week later were boosted with 100 μg IFA/peptides *i.p*. Mice were maintained on HFD and continuously treated with anti-TNFα or IgG twice a week for the duration of the entire experiment. One week after the IFA/peptides injection, ITT (0.75unit/kg insulin) was performed and the composition of different immunocytes were determined.

### Ultra-low-input RNA-seq library preparation and data analysis

6–8 week-old B6.CD45.1^+^ mice were transferred with Tg^+^ Treg cells from Spl/LNs, and six weeks later were primed with 200 μg CFA/peptides *s.c.* and boosted with 100 μg IFA/peptides *i.p.* as described in the ‘Treg transfer and peptide immunization’ section. Biological replicates (n ≥ 2) of 1000 clonotype^+^ CD45.2^+^ Treg cells from the Spl/LNs or VAT of recipient mice were double-sorted by Moflo directly into 5ɥl lysis buffer (TCL Buffer (Qiagen) with 1% 2-Mercaptoethanol), Smart-seq2 libraries were prepared as previously described (Picelli et al., 2014) with slight modifications. Briefly, total RNA was captured and purified on RNAClean XP beads (Beckman Coulter). Polyadenylated mRNA was then selected using an anchored oligo(dT) primer (5′–AAGCAGTGGTATCAACGCAGAGTACT30VN-3) and converted to cDNA via reverse transcription. First-strand cDNA was subjected to limited PCR amplification followed by Tn5 transposon-based fragmentation using the Nextera XT DNA Library Preparation Kit (Illumina). Samples were then PCR amplified for 18 cycles using barcoded primers such that each sample carried a specific combination of eight-base Illumina P5 and P7 barcodes and were pooled together prior to Smart sequencing. Smart-seq paired-end sequencing was performed on an Illumina NextSeq500 using 2 × 38 bp reads with no further trimming. Transcripts were quantified by the Broad Technology Labs computational pipeline with Cuffquant version 2.2.1 (Trapnell et al., 2012). Normalized reads were further filtered by minimal expression (>10) and coefficient of variation (<0.7), and then analyzed by Multiplot Studio in the GenePattern software package. Pathway enrichment analysis was done using GSEA.

### Single-cell TCR sequencing analysis

Foxp3^+^CD4^+^ TCRβ^+^ Fat1562/A^b^-PE^+^ Treg cells from VAT or pooled Spl/LN of 16–20 week-old *Foxp3-GFP* mice were first sorted in bulk before resorting as individual cells using a MoFlo (Beckman Coulter) into wells of 96-well PCR plates containing the reverse transcriptase reaction mix, and cDNA was prepared as described previously (Burzyn et al., 2013). Extreme caution was taken to minimize contamination of wells. Preparation of the reverse transcriptase reaction mix, synthesis of cDNA and performance of the first round of PCR were done in a different building from the second-round PCR and final PCR product isolation. At least 2 columns of every plate were left blank to serve as negative controls to monitor for contamination. Resulting cDNA (1.5 μl) from each cell was split to perform multiplex nested PCR reactions to amplify the corresponding CDR3α- and CDR3β-encoding transcripts using the protocol and CDR3β primers published in Burzyn et al., 2013. Aliquots of the PCR products were visualized on a 1.5% agarose gel. Samples containing PCR products encoding both the TCRα and TCRβ chains were cleaned up using ExoSAP-IT For PCR Clean-Up (Affymetrix) per the manufacturer’s instructions and were subjected to automated sequencing at the Dana-Farber/Harvard Cancer Center High-Throughput Sequencing Core. Raw sequencing files were filtered for sequence quality, processed in automated fashion, and parsed using IMGT/V-QUEST (Brochet et al., 2008). Only sequences that produced functional in-frame rearrangements of both the TCRα and TCRβ chains for a given clone were included in the analysis.

### Metabolic studies

For GTT, mice were fasted for 15 hr overnight, weighed, and tested for fasting blood-glucose concentrations. Glucose (2.0 g per kg body weight) was administered by *i.p.* injection. Blood-glucose levels were measured before and 20, 40, 60, 90, and 120 min after glucose injection. For the ITT, mice were fasted for 6 hr before being injected i.p. with insulin (0.6 U per kg body weight, Humulin R, Lilly). Plasma was collected for fasting insulin concentrations (Crystal Chem Ultra Sensitive Mouse Insulin ELISA Kit). Blood-glucose levels were measured before and 20, 40, 60, 90, and 120 min after insulin injection, and were normalized to the blood-glucose levels before insulin injection. The area under the curve (for GTT) or area over the curve (for ITT) were calculated using GraphPad Prism 7.0.

### Statistics

All figures are representative of at least two (in vivo) or at least three (in vitro) independent experiments unless otherwise noted. Sample sizes were chosen based on our experience with similar experiments (a minimum of 4–6 mice for animal studies, or 2–4 biological replicas for in vitro assays). Unless stated otherwise, significance was assessed by Student’s t test or ANOVA using GraphPad Prism 7.0 (two-tailed, unpaired or paired t-test depending on the experiment). To determine the enrichment of gene signatures in RNA-seq datasets, we used a Chi-square test. *: p<0.05; **: p<0.01; ***: p<0.001; ****: p<0.0001; ns: not significant. Data are represented as mean ± standard deviation (sd) unless otherwise stated.

### Data availability

Deep-sequencing data for the peptide-Ab yeast library screening and RNA-seq data have been deposited in GEO under accession codes GSE151070 and GSE150173. Custom Perl scripts for the processing of the deep sequencing data for the peptide-Ab is available from: Fernandes, 2020 https://github.com/jlmendozabio/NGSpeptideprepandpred copy archived at https://github.com/elifesciences-publications/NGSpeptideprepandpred.

## Data Availability

Sequencing data for the peptide-Ab yeast library screening and RNA-seq data for VAT-Treg cells have been deposited in GEO under accession codes GSE151070 and GSE150173. Custom Perl scripts for the processing of the deep sequencing data for the peptide-Ab is available from: https://github.com/jlmendozabio/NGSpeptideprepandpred copy archived at https://github.com/elifesciences-publications/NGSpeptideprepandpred. The following datasets were generated: FernandesRALiCWangGYangXSavvidesCSGlassmanCRDongSLuxembergESibenerLVBirnbaumMEBenoistCMathisDGarciaKC2020DNA sequencing for multiple rounds of the pMHC-yeast display selection for 2W, Yae and Fat TCRNCBI Gene Expression OmnibusGSE151070 FernandesRALiCWangGYangXSavvidesCSGlassmanCRDongSLuxembergESibenerLVBirnbaumMEBenoistCMathisDGarciaKC2020Transcriptional profiling of vTreg53 TCR transgenic Regulatory T (Treg) cells stimulated by agonist peptideNCBI Gene Expression OmnibusGSE150173

## References

[bib1] Birnbaum ME, Mendoza JL, Sethi DK, Dong S, Glanville J, Dobbins J, Ozkan E, Davis MM, Wucherpfennig KW, Garcia KC (2014). Deconstructing the peptide-MHC specificity of T cell recognition. Cell.

[bib2] Brochet X, Lefranc M-P, Giudicelli V (2008). IMGT/V-QUEST: the highly customized and integrated system for IG and TR standardized V-J and V-D-J sequence analysis. Nucleic Acids Research.

[bib3] Brophy SE, Holler PD, Kranz DM (2003). A yeast display system for engineering functional peptide-MHC complexes. Journal of Immunological Methods.

[bib4] Burzyn D, Kuswanto W, Kolodin D, Shadrach JL, Cerletti M, Jang Y, Sefik E, Tan TG, Wagers AJ, Benoist C, Mathis D (2013). A special population of regulatory T cells potentiates muscle repair. Cell.

[bib5] Cipolletta D, Feuerer M, Li A, Kamei N, Lee J, Shoelson SE, Benoist C, Mathis D (2012). PPAR-γ is a major driver of the accumulation and phenotype of adipose tissue treg cells. Nature.

[bib6] Cipolletta D, Cohen P, Spiegelman BM, Benoist C, Mathis D (2015). Appearance and disappearance of the mRNA signature characteristic of treg cells in visceral adipose tissue: age, diet, and pparγ effects. PNAS.

[bib7] Crawford F, Huseby E, White J, Marrack P, Kappler JW (2004). Mimotopes for alloreactive and conventional T cells in a peptide-MHC display library. PLOS Biology.

[bib8] Dai S, Huseby ES, Rubtsova K, Scott-Browne J, Crawford F, Macdonald WA, Marrack P, Kappler JW (2008). Crossreactive T cells spotlight the germline rules for alphabeta T cell-receptor interactions with MHC molecules. Immunity.

[bib9] DuPage M, Bluestone JA (2016). Harnessing the plasticity of CD4(+) T cells to treat immune-mediated disease. Nature Reviews Immunology.

[bib10] Evavold BD, Sloan-Lancaster J, Wilson KJ, Rothbard JB, Allen PM (1995). Specific T cell recognition of minimally homologous peptides: evidence for multiple endogenous ligands. Immunity.

[bib11] Evavold BD, Allen PM (1991). Separation of IL-4 production from th cell proliferation by an altered T cell receptor ligand. Science.

[bib12] Fernandes RA (2020). Github.

[bib13] Feuerer M, Herrero L, Cipolletta D, Naaz A, Wong J, Nayer A, Lee J, Goldfine AB, Benoist C, Shoelson S, Mathis D (2009). Lean, but not obese, fat is enriched for a unique population of regulatory T cells that affect metabolic parameters. Nature Medicine.

[bib14] Gee MH, Han A, Lofgren SM, Beausang JF, Mendoza JL, Birnbaum ME, Bethune MT, Fischer S, Yang X, Gomez-Eerland R, Bingham DB, Sibener LV, Fernandes RA, Velasco A, Baltimore D, Schumacher TN, Khatri P, Quake SR, Davis MM, Garcia KC (2018). Antigen identification for orphan T cell receptors expressed on Tumor-Infiltrating lymphocytes. Cell.

[bib15] Hanada K, Yewdell JW, Yang JC (2004). Immune recognition of a human renal Cancer antigen through post-translational protein splicing. Nature.

[bib16] Hotamisligil GS, Shargill NS, Spiegelman BM (1993). Adipose expression of tumor necrosis factor-alpha: direct role in obesity-linked insulin resistance. Science.

[bib17] Huseby ES, White J, Crawford F, Vass T, Becker D, Pinilla C, Marrack P, Kappler JW (2005). How the T cell repertoire becomes peptide and MHC specific. Cell.

[bib18] Jordan MS, Boesteanu A, Reed AJ, Petrone AL, Holenbeck AE, Lerman MA, Naji A, Caton AJ (2001). Thymic selection of CD4+CD25+ regulatory T cells induced by an agonist self-peptide. Nature Immunology.

[bib19] Kolodin D, van Panhuys N, Li C, Magnuson AM, Cipolletta D, Miller CM, Wagers A, Germain RN, Benoist C, Mathis D (2015). Antigen- and cytokine-driven accumulation of regulatory T cells in visceral adipose tissue of lean mice. Cell Metabolism.

[bib20] Lee HM, Bautista JL, Scott-Browne J, Mohan JF, Hsieh CS (2012). A broad range of self-reactivity drives thymic regulatory T cell selection to limit responses to self. Immunity.

[bib21] Leonard JD, Gilmore DC, Dileepan T, Nawrocka WI, Chao JL, Schoenbach MH, Jenkins MK, Adams EJ, Savage PA (2017). Identification of natural regulatory T cell epitopes reveals convergence on a dominant autoantigen. Immunity.

[bib22] Levine AG, Arvey A, Jin W, Rudensky AY (2014). Continuous requirement for the TCR in regulatory T cell function. Nature Immunology.

[bib23] Li C, DiSpirito JR, Zemmour D, Spallanzani RG, Kuswanto W, Benoist C, Mathis D (2018). TCR transgenic mice reveal stepwise, Multi-site acquisition of the distinctive Fat-Treg phenotype. Cell.

[bib24] Liu X, Dai S, Crawford F, Fruge R, Marrack P, Kappler J (2002). Alternate interactions define the binding of peptides to the MHC molecule IA(b). PNAS.

[bib25] Masella AP, Bartram AK, Truszkowski JM, Brown DG, Neufeld JD (2012). PANDAseq: paired-end assembler for illumina sequences. BMC Bioinformatics.

[bib26] Mathis D (2013). Immunological goings-on in visceral adipose tissue. Cell Metabolism.

[bib27] Nie H, Zheng Y, Li R, Guo TB, He D, Fang L, Liu X, Xiao L, Chen X, Wan B, Chin YE, Zhang JZ (2013). Phosphorylation of FOXP3 controls regulatory T cell function and is inhibited by TNF-α in rheumatoid arthritis. Nature Medicine.

[bib28] Pacholczyk R, Kern J, Singh N, Iwashima M, Kraj P, Ignatowicz L (2007). Nonself-Antigens Are the Cognate Specificities of Foxp3+ Regulatory T Cells. Immunity.

[bib29] Panduro M, Benoist C, Mathis D (2016). Tissue Tregs. Annual Review of Immunology.

[bib30] Picelli S, Faridani OR, Björklund AK, Winberg G, Sagasser S, Sandberg R (2014). Full-length RNA-seq from single cells using Smart-seq2. Nature Protocols.

[bib31] Putnam AL, Safinia N, Medvec A, Laszkowska M, Wray M, Mintz MA, Trotta E, Szot GL, Liu W, Lares A, Lee K, Laing A, Lechler RI, Riley JL, Bluestone JA, Lombardi G, Tang Q (2013). Clinical Grade Manufacturing of Human Alloantigen-Reactive Regulatory T Cells for Use in Transplantation. American Journal of Transplantation.

[bib32] Sakaguchi S, Yamaguchi T, Nomura T, Ono M (2008). Regulatory T Cells and Immune Tolerance. Cell.

[bib33] Saligrama N, Zhao F, Sikora MJ, Serratelli WS, Fernandes RA, Louis DM, Yao W, Ji X, Idoyaga J, Mahajan VB, Steinmetz LM, Chien Y-H, Hauser SL, Oksenberg JR, Garcia KC, Davis MM (2019). Opposing T cell responses in experimental autoimmune encephalomyelitis. Nature.

[bib34] Schmidt AM, Lu W, Sindhava VJ, Huang Y, Burkhardt JK, Yang E, Riese MJ, Maltzman JS, Jordan MS, Kambayashi T (2015). Regulatory T Cells Require TCR Signaling for Their Suppressive Function. The Journal of Immunology.

[bib35] Schumacher TN, Scheper W, Kvistborg P (2019). Cancer Neoantigens. Annual Review of Immunology.

[bib36] Shusta EV, Kieke MC, Parke E, Kranz DM, Wittrup KD (1999). Yeast polypeptide fusion surface display levels predict thermal stability and soluble secretion efficiency. Journal of Molecular Biology.

[bib37] Sloan-Lancaster J, Allen PM (1996). Altered peptide ligand-induced partial T cell activation: molecular mechanisms and role in T cell biology. Annual Review of Immunology.

[bib38] Stadinski BD, Blevins SJ, Spidale NA, Duke BR, Huseby PG, Stern LJ, Huseby ES (2019). A temporal thymic selection switch and ligand binding kinetics constrain neonatal Foxp3^+^T_reg_ cell development. Nature Immunology.

[bib39] Tang Q, Henriksen KJ, Bi M, Finger EB, Szot G, Ye J, Masteller EL, McDevitt H, Bonyhadi M, Bluestone JA (2004). In vitro-expanded antigen-specific regulatory T cells suppress autoimmune diabetes. Journal of Experimental Medicine.

[bib40] Trapnell C, Roberts A, Goff L, Pertea G, Kim D, Kelley DR, Pimentel H, Salzberg SL, Rinn JL, Pachter L (2012). Differential gene and transcript expression analysis of RNA-seq experiments with TopHat and cufflinks. Nature Protocols.

[bib41] Vigneron N, Stroobant V, Chapiro J, Ooms A, Degiovanni G, Morel S, van der Bruggen P, Boon T, Van den Eynde BJ (2004). An antigenic peptide produced by peptide splicing in the proteasome. Science.

[bib42] Wang HY, Lee DA, Peng G, Guo Z, Li Y, Kiniwa Y, Shevach EM, Wang RF (2004). Tumor-specific human CD4+ regulatory T cells and their ligands: implications for immunotherapy. Immunity.

[bib43] Wucherpfennig KW, Allen PM, Celada F, Cohen IR, De Boer R, Garcia KC, Goldstein B, Greenspan R, Hafler D, Hodgkin P, Huseby ES, Krakauer DC, Nemazee D, Perelson AS, Pinilla C, Strong RK, Sercarz EE (2007). Polyspecificity of T cell and B cell receptor recognition. Seminars in Immunology.

[bib44] Yamazaki S, Patel M, Harper A, Bonito A, Fukuyama H, Pack M, Tarbell KV, Talmor M, Ravetch JV, Inaba K, Steinman RM (2006). Effective expansion of alloantigen-specific Foxp3+ CD25+ CD4+ regulatory T cells by dendritic cells during the mixed leukocyte reaction. PNAS.

[bib45] Yin L, Huseby E, Scott-Browne J, Rubtsova K, Pinilla C, Crawford F, Marrack P, Dai S, Kappler JW (2011). A single T cell receptor bound to major histocompatibility complex class I and class II glycoproteins reveals switchable TCR conformers. Immunity.

[bib46] Zemmour D, Zilionis R, Kiner E, Klein AM, Mathis D, Benoist C (2018). Single-cell gene expression reveals a landscape of regulatory T cell phenotypes shaped by the TCR. Nature Immunology.

[bib47] Zhu Y, Rudensky AY, Corper AL, Teyton L, Wilson IA (2003). Crystal structure of MHC class II I-Ab in complex with a human CLIP peptide: prediction of an I-Ab peptide-binding motif. Journal of Molecular Biology.

How the deposited data were processed for this re-analysis (not part of the article)

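Transcripts were measured in 11 Smart-seq2 libraries of 1000 double-sorted clonotype+ Treg cells each, from Spl/LN or VAT of recipient mice given adjuvant alone or adjuvant/Fat1562. The groups were Spl/LN adjuvant alone (n = 3), Spl/LN adjuvant/Fat1562 (n = 3), VAT adjuvant alone (n = 2) and VAT adjuvant/Fat1562 (n = 3). The condition and replicate number of each library were taken from the sample labels, and 0 columns of the table were left unmatched. The labels describe the control mice as unimmunized and name PBS, where the paper describes adjuvant alone, and the paper's description was used. If the labels are right, changes given here as those after Fat1562 also include the effect of the adjuvants.

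The authors deposited one table of counts, whole numbers without normalization for 52997 genes listed by symbol, from paired reads of 38 bases. The methods name Cuffquant and a filter of the normalized reads on minimal expression (above 10) and on a coefficient of variation under 0.7. The paper's text does not name the aligner, the annotation, the genome build or the counter behind the count table, or say whether strand was used. The design written before the table was opened gave a test for counts and another for values already normalized, and since the table held counts, the test for counts was used. Total counts per library ran from 4490242 to 6570057. No molecular identifiers are named, so intervals and standard errors built on counts cover counting error and the spread between libraries. They do not cover the loss of molecules before amplification. The lower bounds on fold changes set the mean of the higher group against 3 counts and make no allowance for the spread between libraries.

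From the counts, the 12932 genes with a mean above 10 in at least 1 group, after scaling to the mean library total, were tested with edgeR 4.0.16 in R 4.3.3 (TMM normalization, quasi-likelihood fit and test, prior count 0.125 for fold changes), in one fit of the 4 groups. The comparisons were VAT against Spl/LN with adjuvant alone and with adjuvant/Fat1562, adjuvant/Fat1562 against adjuvant alone in VAT and in Spl/LN, and the interaction of tissue and immunization. P-values were adjusted over all tested genes by the Benjamini-Hochberg method, and a gene was called at an adjusted p under 0.05. The exact permutation test of Pparg was two-sided and used the difference of mean log2(normalized count + 1). Normalized counts are counts divided by the TMM-scaled library size and brought to the mean library size, and errors are the SD between libraries. A fold change against a group with no more than 3 counts in every library is given as a lower bound, against 3 counts.

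The genes named in the text were fixed in advance by a rule: every gene named for the RNA-seq in the paper's text or in Figure 5, Foxp3 and Cd4 as checks of the sorted cells, and for each comparison the 3 genes with the largest increase and the 3 with the largest decrease, by edgeR's estimate, among called genes whose groups do not overlap. Members of a gene list could be named where the list is described. Genes chosen after their values were seen are named as such.

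Gene lists were tested with camera of limma 3.58.1 (inter-gene correlation 0.01). The lists were written by hand before the table was opened, for VAT-Treg genes, E2F targets and replication, mitosis, Myc targets, glycolysis, interferon response, TNF and NF-κB signaling, cholesterol, and markers of other cell types, and the S and G2/M lists came from Seurat 5.3.0. Adjusted p-values of camera cover the 32 tests planned, and those of lists tested later cover 38 added tests. The paper's VAT-Treg signature, which it tested with a chi-square test, and the gene-set collections of its GSEA were not used here. Reactome pathways of 15 to 500 genes were tested with fgsea 1.28.0, an alternative chosen after seeing the data, for which 6998 of 7111 gene identifiers were matched to symbols.

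The alternatives were no filter or a mean above 50 as the filter, a coefficient of variation under 0.7 in the groups compared, median-of-ratios size factors, quantile normalization with limma, limma's array weights, only the groups compared in the fit, the replicate number as a block, DESeq2 1.42.0, a minimum of a 2-fold change, pseudocounts of 0.25 and 10 for Pparg, camera with an estimated inter-gene correlation, fgsea on the same lists, and each library left out in turn. The replicate numbers used for the block come from the sample labels, and nothing in the paper says that libraries with the same number come from the same mouse.

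Gene positions and overlaps were taken from GENCODE vM21 (GRCm38). The share of a gene's transcript found elsewhere is the percentage of its 38-base stretches that also occur in other annotated genes. The same steps were tested on simulated data, with 200 of 12391 genes changed by known fold changes after adjuvant/Fat1562 in VAT. Of these, 160 were recovered between VAT and Spl/LN with 8 false calls, 142 between adjuvant/Fat1562 and adjuvant alone in VAT with 9 false calls, and 115 in the interaction with 6 false calls. Figures were drawn with matplotlib 3.10.9. The flow cytometry, yeast display and in vitro experiments were not analysed here.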

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

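Of the tests below, those of tissue digestion and of macrophage RNA were chosen only after the result was seen, and the single immunoglobulin genes, Jchain, Mzb1 and Pou2af1 are named because of their counts.

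The effect of Fat1562 differed between VAT and Spl/LN for 481 genes by edgeR's test of the interaction. Among the genes that the paper names, the effect was larger in VAT, or higher, for Ccr7 (by 3.59 on the log2 scale), Lag3 (3.28), E2f8 (1.85) and Tigit (0.54). It was lower in VAT for Pparg (−2.44), Il10 (−2.37), Cxcr6 (−1.67), Dgat1 (−1.13) and Srebf2 (−1.003). For Ccr7 the difference comes from a fall in Spl/LN, and with adjuvant alone its counts were already low in VAT. Adjusted p-values over the alternatives ran up to 0.0510 for Pparg, 0.0964 for Tigit and 0.231 for Il10, and stayed under the threshold for the others where a test could be made. E2f8 shares 11.4% and Tigit 7.94% of the transcript with other genes.

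Of the gene lists, those whose median effect was higher in VAT were mitosis (by 0.88), G2/M (0.79), E2F and replication (0.77), S phase (0.72), genes low in VAT Treg cells (0.47), glycolysis (0.39) and Myc targets (0.38). It was lower in VAT for the TNF and NF-κB list (−0.61), the genes raised in VAT Treg cells (−0.49) and the interferon response list (−0.39). All of these passed limma's camera test with the preset inter-gene correlation. With the correlation estimated, results were kept for only 5 of them, and none of these 5 passed. The adjusted p from camera was 0.110 for TNF and NF-κB, 0.110 for genes low in VAT Treg cells and 0.115 for mitosis. It was 0.152 for genes raised in VAT Treg cells and 0.450 for the interferon response. Within Spl/LN, the mitosis, G2/M and Myc target lists fell after Fat1562, with medians of −0.20, −0.21 and −0.24. These falls passed camera with the preset correlation and not with the estimated one. Part of the difference in these lists thus comes from Spl/LN, and in VAT the Myc targets rose by a median of only 0.14.

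For the count of interaction calls, unequal depth was tested by thinning every library to the smallest total, which left 456 calls. Offsets for GC content and gene length, known for 98.3% of tested genes, left 454, median-of-ratios size factors gave 482, and leaving out Spl/LN adjuvant-alone replicate 3, the library least like the rest of its group, gave 581. For the genes raised in VAT Treg cells, the median difference of −0.49 became −0.50 at equal depth, −0.49 with the GC and length offsets, −0.49 with median-of-ratios size factors and −0.48 without that replicate. Median-of-ratios size factors lie close to TMM, moving the median of all genes by −0.00783, and so test the scaling weakly. Quantile normalization left 445 calls and a list median of −0.43. Without VAT adjuvant/Fat1562 replicate 2 there were 277 calls, and without Spl/LN adjuvant/Fat1562 replicate 2 there were 308. The list median ran from −0.58 to −0.37 over the fits with a library left out. The size of the count thus depends on the libraries kept. With the unusual library taken as Spl/LN adjuvant-alone replicate 3, none of these 4 explanations accounts for the calls or the difference in this list. They were not tested on the single genes and the other lists above. The TNF and NF-κB list stands apart from this, since its change in VAT, taken up under other observations, cannot be told apart from a response to digestion. Digestion was not tested for the count of calls or the genes raised in VAT Treg cells. The 17 immediate-early genes of the TNF and NF-κB list had a median interaction of −0.88 on the log2 scale. Of them, 7 were called lower and 1 higher. A difference in the response to digestion between the VAT groups is thus left open for both patterns. A response to Fat1562 that depends on the tissue is another candidate explanation for them. That hypothesis was found and tested on the same libraries, and it rests on 2 libraries of VAT with adjuvant alone.

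The paper reports no TNF result for the comparison of tissues. With adjuvant alone, the TNF and NF-κB list was higher in VAT than in Spl/LN by a median of 2.03 on the log2 scale (adjusted p = 5.29e-79 from camera), with 35 of 40 genes higher. Over the alternatives the adjusted p ran from 3.55e-85 to 0.00217. The median was 2.02 at equal depth, 1.96 with the GC and length offsets and 2.04 with median-of-ratios size factors. The methods describe digestion with collagenase for VAT and none for Spl/LN. The 17 immediate-early genes of the list had a median of 3.52 and the other 23 genes 1.02. Since tissue and digestion go together in these libraries, the difference cannot be told apart from a response to digestion. RNA from macrophages was tested with marker genes, whose summed counts changed by −0.0397% of the rise in immediate-early genes, so that macrophage RNA is unlikely as the source.

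Immunoglobulin V genes, which the paper does not discuss, had 8567 counts in VAT adjuvant-alone replicate 2, 1026 in Spl/LN adjuvant-alone replicate 2 and 412 in VAT adjuvant-alone replicate 1. Spl/LN adjuvant-alone replicate 3 had 194, and the other libraries had 24 to 132. A few V genes held most of them, such as Igkv8-30 with 3886 and Ighv2-6-8 with 2472 in the first of these libraries. Plasma cell RNA is a candidate source. Plasma cell markers other than immunoglobulin genes reached at least 594 CPM in both of the replicates 2, against at most 740 in the other libraries, but 4 markers hold 98.5% of these counts, so the sum does not decide it. Among the rest of the list, Pou2af1 had 47 counts in VAT adjuvant-alone replicate 2 and at most 2 in the other VAT libraries, while in Spl/LN with adjuvant alone it had 21, 13 and 23 in replicates 1, 2 and 3 and did not follow the V-gene counts. Outside the list, Jchain had 1388 and 504 counts in the 2 replicates and at most 67 elsewhere, and Mzb1 had 48 and 52 and at most 3 elsewhere. Jchain and Mzb1, picked after their counts were seen, point to plasma cell RNA, and the list alone cannot tell. In Spl/LN adjuvant-alone replicate 3, 3 immunoglobulin genes stood at 0.114 to 0.131 of their counts in replicate 2, and carry-over between libraries may explain that. The test needed other genes seen only in replicate 2, and there were 0 such genes, with 0 of them missing from replicate 3, so it cannot be told. No biological explanation was tested. The genes ranked first by the estimated increase in VAT with adjuvant alone include Ighv11-2 and a kappa V gene of this group.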

How the results depend on the processing

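No test in this part was chosen only after a result was seen, apart from DESeq2's values for single genes and the Reactome pathways. The comparisons, tests, gene lists and other alternatives were set before the data were examined.

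With at least a 2-fold change required, the genes called numbered 1157 between tissues with adjuvant alone, 789 between tissues after adjuvant/Fat1562, 455 after Fat1562 in VAT, 190 in Spl/LN and 277 in the interaction, and 88.3% of those called with adjuvant alone had the same direction after Fat1562. Without a filter on low counts, 793 genes were called after Fat1562 in Spl/LN. DESeq2 called 793 there and 789 in the interaction. With only the groups compared in the fit, the share of genes with the same direction was 87.8%. For Pparg in Spl/LN, the log2 fold change was 2.13 with limma's array weights and 2.11 with only the groups compared, where it was not called (adjusted p = 0.0623 from limma and 0.0860 from edgeR). Over all alternatives its adjusted p ran from 7.50e-11 to 0.0860 and its log2 fold change from 1.54 to 2.60. Of the list tests of Fat1562 against adjuvant alone, 2 were called with an estimated inter-gene correlation, against 13 with the preset one. The cause was not tested for any of these.

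Across the fits that each left out one library, the genes called ran from 1891 to 2106 between tissues with adjuvant alone (3 fits), from 1288 to 1710 after adjuvant/Fat1562 (6 fits), from 632 to 823 after Fat1562 in VAT (3 fits), from 190 to 483 in Spl/LN (6 fits) and from 277 to 581 in the interaction (9 fits). The share with the same direction ran from 82.8% to 85.5%, and the list tests called from 11 to 14 (9 fits each). All 4 tests of the VAT-Treg lists between tissues were called under each of their 20 alternatives, and Pparg between tissues after adjuvant/Fat1562 was called under each of its 18, with log2 fold changes from 2.32 to 2.60. Without a VAT adjuvant-alone library the group holds 1 library, so no calls were made there. Such fits reversed the median of the genes low in VAT Treg cells after Fat1562 in VAT, from −0.24 to 0.61 without replicate 2 (−0.20 without replicate 1), and that of the interferon response list, from −0.10 to 0.18 without replicate 1 (−0.25 without replicate 2). Over the fits with a library left out, Ccr7 between tissues after adjuvant/Fat1562 ran from −0.038 to 0.86 on the log2 scale. Cd4 between tissues with adjuvant alone was reversed by quantile normalization, to −0.054. None of the reversed values had been called, and the cause was not tested.

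With quantile normalization, 292 of the genes called after Fat1562 in Spl/LN were higher and 241 lower, against 334 and 181. In VAT 469 were higher and 530 lower, and with array weights 681 and 746, against 560 and 514. Between tissues after adjuvant/Fat1562, quantile normalization gave 1002 and 1023, against 1068 and 870. Neither quantile normalization nor median-of-ratios size factors moved the median of all genes by 0.1 or more on the log2 scale in any comparison.

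With the replicate number as a block across all groups, 1803 and 1860 genes were called between tissues with adjuvant alone and after adjuvant/Fat1562, 990 and 515 after Fat1562 in VAT and Spl/LN, and 437 in the interaction, and the share with the same direction was 86.5%. Pparg in Spl/LN had a log2 fold change of 2.18 there, and the lists called numbered 14. With the block within treatment, 2152 and 2433 genes were called between tissues and 679 in the interaction. Deviations from the group means of same-numbered libraries correlated at −0.0395 to 0.0555 across genes (15 pairs). The 5 pairs of the same number and treatment, the ones that may hold VAT and Spl/LN of one mouse, were all positive, at 0.0299 to 0.0555, too weak to show that the numbers pair the libraries.

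Of 33 other list results, 21 changed under at least 1 alternative: of their 555 values, 20 were weaker, 14 stronger and 2 reversed. Medians of the cholesterol, TNF and NF-κB, E2F and replication, and S lists after Fat1562 in Spl/LN also changed sign under an alternative. They ran up to 0.10, 0.080, 0.025 and 0.074, were never called, and were not counted as reversed. Of 75 results for single genes, 38 changed: of their 1137 values, 90 were weaker, 16 stronger, 14 moved without a test and 2 were reversed. The pseudocounts act on Pparg alone.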

Differences from the paper's values

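None of the tests named here was chosen only after a result was seen, except DESeq2's values for single genes. No value read from Figure 5C or 5D differed from the one computed here by the limits set. The figures were read after the computed values were known, so the reading was not blind. As an example, Pparg in Spl/LN with adjuvant/Fat1562 is about 57 in Figure 5C, read by eye, and was 57.3 here.

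Several of the paper's statements were not met by a call. The paper places E2f7 among the transcripts raised by Fat1562 in VAT. Its log2 fold change was 1.12 and its adjusted p 0.0557 from edgeR, with a range of 0.0290 to 0.168 over the alternatives. Of the alternatives set before the data were examined, it was called with limma's array weights (adjusted p = 0.0299) and with only the groups compared (adjusted p = 0.0290 from edgeR), and also with DESeq2 (adjusted p = 0.0302), whose value for single genes was read after seeing the data.

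The paper marks Il10 among the transcripts raised in Spl/LN. Its log2 fold change was 1.42 and its adjusted p 0.0865 from edgeR, with a range of 1.43e-05 to 0.574 over the alternatives. It was called with no filter (adjusted p = 1.43e-05 from edgeR) and with the replicate number as a block across all groups (adjusted p = 0.0487 from edgeR), both set before the data were examined. DESeq2, read for single genes after seeing the data, also called it (adjusted p = 0.0441).

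The paper reports Myc targets as enriched in VAT after Fat1562. The hand-written list had a median log2 fold change of 0.14 and an adjusted p of 0.0643 from limma's camera test, with a range of 0.00185 to 0.542 over the alternatives. It was called with no filter (0.00185), quantile normalization (0.0218), array weights (0.0128), the replicate number as a block (0.0336), and without VAT adjuvant/Fat1562 replicate 3 (0.00297), all adjusted p-values from camera, and with fgsea (adjusted p = 0.0313).

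For Spl/LN, the paper reports an enrichment of TNFα response genes and of genes of cholesterol homeostasis. The hand-written TNF and NF-κB list had a median log2 fold change of −0.02 there (adjusted p = 0.751 from camera, 0.156 to 0.944 over the alternatives) and the cholesterol list −0.01 (adjusted p = 0.932 from camera, 0.399 to 0.997 over the alternatives). No alternative called either list. These lists are not the gene sets used in the paper. The cholesterol list does not hold Pparg or Nfil3, which the paper names for it and which were both called higher in Spl/LN.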

Other observations

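The tests of Spl/LN adjuvant-alone replicate 3 and of digestion were chosen only after the result was seen, as were the genes of ribosomal proteins, Tbx21 and the T cell receptor V genes.

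Spl/LN adjuvant-alone replicate 3 correlated with the rest of its group at 0.923 and 0.924 across genes, where the other pairs within groups stood at 0.955 to 0.969. Its total of 5658594 counts lies inside the range of the other libraries, 4490242 to 6570057. Genes at 0 in it with a mean count of at least 20 in the rest of its group numbered 48, against at most 8 in the other libraries of groups of 3. GC content and gene length accounted for 0.155% of the variance of its deviation, and markers of other cell types summed to 87.8 CPM, against at most 81.4 in the others. A loss of molecules before amplification may explain the deviation, and no biological explanation was tested.

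The change after Fat1562 in Spl/LN ran along the difference of VAT from Spl/LN with adjuvant alone, with r of 0.398 over 8965 genes, which are not independent replicates. The 2 differences share control libraries, which by itself adds to such a correlation. With the adjuvant-alone libraries of Spl/LN divided between them, r ran from 0.180 to 0.248 in 6 divisions. In VAT the change ran against the difference, with r of −0.382, and with divided control libraries r was −0.216 and −0.262. Shared libraries are thus unlikely as the whole explanation in either tissue.

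With the libraries of Spl/LN and VAT after adjuvant/Fat1562 split in other ways into 3 and 3, 1 of the 4 splits that part every same-numbered pair, the real one, called as many genes as the 1938 found between tissues, and 1 of all 10 did. For Fat1562 against adjuvant alone in Spl/LN, with 515 genes, the numbers were also 1 of 4 and 1 of 10. The other splits called 0 genes, with 183 to 431 genes at an unadjusted p under 0.05 against 3551 for the tissues, and 534 to 804 against 2371 for Fat1562. The smallest share that 3 libraries against 3 can give is 0.1, so chance is not excluded by these splits.

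After Fat1562 in VAT the TNF and NF-κB list fell, with a median log2 fold change of −0.51 (adjusted p = 3.32e-15 from limma's camera test, 2.23e-17 to 0.0325 over the alternatives) and 31 of 40 genes lower. The median was −0.53 at equal depth, −0.53 with offsets for GC content and gene length and −0.52 with median-of-ratios size factors. Its immediate-early genes had a median of −1.04 and its other genes −0.22, so that the fall cannot be told apart from a difference in the response to digestion between mice. In Spl/LN, for which no digestion is described, the immediate-early genes had a median of 0.12, with 2 called higher and 3 lower.

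Genes of ribosomal proteins were lower after Fat1562 in Spl/LN, with a median log2 fold change of −0.25 and 85 of 93 genes lower, and −0.26 with median-of-ratios size factors and −0.32 with quantile normalization, with 85 lower in each. Tbx21 rose after Fat1562 by 2.75 on the log2 scale in VAT (adjusted p = 0.000145 from edgeR) and by 1.84 in Spl/LN (adjusted p = 0.00256 from edgeR). Genes of the Trav14 family held 91.9% to 97.7% of the counts of T cell receptor alpha V genes in each library, and Trbv2 held 95.9% to 98.3% of those of beta V genes.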
